# An archaeal transcription factor EnfR with a novel ‘eighth note’ fold controls hydrogen production of a hyperthermophilic archaeon *Thermococcus onnurineus* NA1

**DOI:** 10.1093/nar/gkad699

**Published:** 2023-08-31

**Authors:** Da-Woon Bae, Seong Hyuk Lee, Ji Hye Park, Se-Young Son, Yuxi Lin, Jung Hyen Lee, Bo-Ram Jang, Kyu-Ho Lee, Young-Ho Lee, Hyun Sook Lee, Sung Gyun Kang, Byoung Sik Kim, Sun-Shin Cha

## Abstract

*Thermococcus onnurineus* NA1, a hyperthermophilic carboxydotrophic archaeon, produces H_2_ through CO oxidation catalyzed by proteins encoded in a carbon monoxide dehydrogenase (CODH) gene cluster. TON_1525 with a DNA-binding helix-turn-helix (HTH) motif is a putative repressor regulating the transcriptional expression of the *codh* gene cluster. The T55I mutation in TON_1525 led to enhanced H_2_ production accompanied by the increased expression of genes in the *codh* cluster. Here, TON_1525 was demonstrated to be a dimer. Monomeric TON_1525 adopts a novel ‘eighth note’ symbol-like fold (referred to as ‘eighth note’ fold regulator, EnfR), and the dimerization mode of EnfR is unique in that it has no resemblance to structures in the Protein Data Bank. According to footprinting and gel shift assays, dimeric EnfR binds to a 36-bp pseudo-palindromic inverted repeat in the promoter region of the *codh* gene cluster, which is supported by an *in silico* EnfR/DNA complex model and mutational studies revealing the implication of N-terminal loops as well as HTH motifs in DNA recognition. The DNA-binding affinity of the T55I mutant was lowered by ∼15-fold, for which the conformational change of N-terminal loops is responsible. In addition, transcriptome analysis suggested that EnfR could regulate diverse metabolic processes besides H_2_ production.

## INTRODUCTION

Fossil fuels such as coal, oil and natural gas have been major energy sources responsible for almost 80% of a total energy supply for decades (1,2). However, due to air pollution and global warming caused by their combustion, fossil fuel consumption is declining at a global level and the demand for alternative renewable energy sources is soaring (3). According to a roadmap to 2050 reported by the International Renewable Energy Agency (IRENA), the percentage share of renewable energy would be reached 65% in 2050, whereas the use of fossil fuels would fall to one-third of the present levels (4). Hydrogen is an attractive candidate as a future fuel for several reasons. It is a non-toxic, clean and efficient source in that the major byproduct from hydrogen combustion is pure water, and its energy content per unit mass is 3-times higher than traditional fossil fuels (5). Therefore, the global demand for hydrogen energy is getting higher, and the development of hydrogen-fueling infrastructures for production, storage and utilization is a great research challenge (6–8).

Almost 96% of hydrogen is produced using natural gas (48%), petroleum (30%) and coal (18%) (9). Besides H_2_ production depending on nonrenewable fossil sources, there are ways to produce H_2_ from renewable feedstocks such as wind, solar and biomass (10). Microbial H_2_ production is also promising since it is an environment-friendly and less energy-intensive way to produce H_2_. It is also notable that microbes can exploit industrial wastes including carbon monoxide (CO) or organic matter to produce H_2_ (11–13). In particular, biohydrogen production using thermophiles at high temperatures (≥60°C) has numerous advantages such as high metabolic activity leading to enhanced product formation rates (14), less contamination by H_2_-consuming microorganisms (15), no intensive cooling necessary during fermentation, decreased density, surface tension, and viscosity of culture broth, etc. (16). *Thermococcales*, *Thermotogales*, *Desulfurococcales* and *Clostridium* species have been reported to produce H_2_ from organic substrates at high temperatures (17–19).

*Thermococcus onnurineus* NA1, isolated from a deep-sea hydrothermal vent, is a sulfur-reducing hyperthermophilic carboxydotrophic archaeon (20). It requires elemental sulfur as a terminal electron acceptor for heterotrophic growth on peptides or an amino acid mixture and exhibits optimum growth at 80°C and pH 8.5. Interestingly, *T. onnurineus* NA1 grows under diverse substrates including CO and formate to produce H_2_ (21). The H_2_ productivity of *T. onnurineus* NA1 is higher than that of other hyperthermophilic archaea such as *Pyrococcus furiosus* and *Desulfurococcus amylolyticus* (18,21,22). In the case of the CO-utilization, the unique *codh* gene cluster in *T. onnurineus* NA1, which encodes CO dehydrogenase, hydrogenase and Na^+^/H^+^ antiporter, catalyzes the anaerobic oxidation of CO to CO_2_ through the water-gas shift reaction: CO + H_2_O → H_2_ + CO_2_ (Δ*G*°′ = −20 kJ/mol) (23).

In a previous study, an adaptive evolution was carried out through the serial transfer of *T. onnurineus* NA1 into CO medium to enhance its H_2_ production (24). After the 156-time serial transfer, cell density, CO consumption rate, and H_2_ production rate increased by 2.8-, 6.5- and 5.9-fold, respectively. Although mutations occurred in gene sequences of ten proteins after the serial transfer (24), the CO consumption rate and H_2_ production rate of a mutant strain MC11 harboring the Thr → Ile replacement at position 55 in the TON_1525 protein were comparable to those of the 156-serial-transferred strain (156T). Consistently, the expression of proteins essential for CO-dependent H_2_ production was increased in both 156T and MC11 strains compared to the wild-type (24).

Sequence analysis revealed that TON_1525 is a Tfx DNA-binding protein. According to NCBI’s Gene resources, a total of 288 microorganisms have Tfx DNA-binding proteins, most of which (∼98%) are distributed in archaea, including *Thermococcales*, *Methanococcales*, and *Halobacteriales*. Almost all archaeal Tfx DNA-binding proteins have a basic DNA-binding helix-turn-helix (HTH) motif (p*I* range = 8.8–11.0) at their N-terminal region and an acidic C-terminal domain (pI range = 4.6–6.8) in common. The amino acid sequence of the HTH motif resembles that of the bacterial RNA polymerase (RNAP) σ^70^ region4 domain that recognizes specific transcription-initiation sites in the promoter region and recruits RNAP to start transcription (25). The presence of the DNA-recognizing HTH motif, together with experimental data that two Tfx family members (TON_1525 and the MTH0916 protein from *Methanobacterium thermoautotrophicum*) bind to promoter regions (24,26), strongly suggests that the Tfx family members are transcription regulators. Nevertheless, there is no report about the basic characteristics of Tfx family members such as the molecular shape, the oligomerization state, the target DNA sequence, and the DNA-recognition mode. In this study, we revealed that TON_1525 adopts a fold resembling an eighth note symbol and the unique X-shaped dimeric structure of EnfR has no structural homolog. In addition, the target DNA sequence was determined in the promoter region of the *codh* gene cluster, and the DNA-binding mode of EnfR was elucidated based on structural and mutational analyses. We also provide a possibility that it may be involved in the transcriptional regulation of diverse metabolic processes in *T. onnurineus* NA1. Consequently, our study will play as a platform for future research about the Tfx family members and for the understanding of how the energy metabolism of a hyperthermophilic archaeon *T. onnurineus* NA1 is controlled at the transcription level.

## MATERIALS AND METHODS

### Protein preparation

The *T. onnurineus* NA1 TON_1525 gene encoding residues 1–146 was synthesized to have the in-frame non-cleavable C-terminal His6-tag and inserted at the *Nde*I and *Not*I sites of the expression vector pET24a(+) (Novagen, USA). The T55I substitution was generated by site-directed mutagenesis using the wild-type gene as a template. The wild-type and mutant construct were transformed into *Escherichia coli* Rosetta (DE3), respectively. The two transformed cells were grown to an optical density values at 600 nm (OD_600_) of ∼0.6 in Luria-Bertani medium at 37°C, and the expression of the wild-type and mutants were induced by 0.5 mM isopropyl β-d-thiogalactopyranoside. After 4 h induction at 37°C, the cells were harvested, resuspended in a 10 mM Tris (pH 7.4), 500 mM NaCl and 5 mM β-mercaptoethanol buffer, and disrupted by sonication. The crude lysate was centrifugated at 10,000 × *g* for 30 min and the resulting supernatant was then boiled at 75°C for 10 min. The lysate was centrifugated again at 10,000 × *g* for 1 h. The resulting supernatant was loaded onto a nickel-nitrilotriacetic acid (Ni-NTA) column (GE Healthcare, USA). The protein fraction eluted from the Ni-NTA column was concentrated and loaded onto a Superdex 75 HR 16/600 column (GE Healthcare, USA). The elute from gel-filtration was concentrated to ∼10 mg/ml in a 20 mM Tris buffer (pH 7.4), 500 mM NaCl and 2 mM DTT for crystallization.

### Crystallization, X-ray diffraction experiment and structure determination

The microbatch crystallization method was employed to grow crystals under oil (27). Crystals of the wild-type TON_1525 were obtained at 22°C by mixing 1 μl of protein solution with an equivalent volume of a mother liquor consisting of 30% polyethylene glycol (PEG) 400, 100 mM HEPES (pH 7.5), and 200 mM NaCl. The T55I mutant was crystallized in the same way with a mother liquor of 30% PEG 400, 100 mM HEPES (pH 7.5), and 200 mM ammonium sulfate. A 2.8 Å resolution data set of the wild-type and a 3.4 Å resolution data set of the T55I mutant were collected at beamline 17A of Photon Factory, Tsukuba, Japan. Both data sets were integrated and scaled with *XDS* (28). Crystals of the wild-type belonged to the space group *P*4_3_2_1_2 with cell parameters *a* = *b* = 102.7 Å and *c* = 90.4 Å corresponding to two monomers in an asymmetric unit. Crystals of the T55I mutant, which belonged to the space group *P*4_3_2_1_2 with cell parameters *a* = *b* = 123.2 Å and *c* = 82.7 Å, contain two monomers in an asymmetric unit (Supplementary Table S1).

To solve the structures of the wild-type and the T55I mutant by molecular replacement (MR), we used the MTH0916 structure (PDB code:1NR3) as a search model because MTH0916 is the only Tfx family member whose structure is available. However, our MR trials using programs *MOLREP* and *PHASER* were unsuccessful. TON_1525 has no methionine residue except for the N-terminal initiation methionine that is usually disordered in proteins, which indicates that TON_1525 is not adequate for incorporating seleno-methionines for *de novo* phasing. Therefore, a leucine residue at position 83 was replaced by methionine together with another C135S substitution in the T55I mutant. Since a protein band corresponding to the dimeric size of TON_1525 was observed on non-reducing SDS-PAGE during protein purification, we mutated Cys135 to serine to prevent intermolecular disulfide bonds. After the introduction of the Cys → Ser replacement, the band of the dimeric size disappeared. For the seleno-methionine labeling of the triple mutant (T55I/L83M/C135S), the methionine auxotroph *E. coli* B834 (DE3) (Novagen) strain was used as a host. The triple mutant harboring a seleno-methionine at position 83 was purified in the same way as the wild-type and was concentrated to ∼10 mg/ml for crystallization.

Crystals of the triple mutant were obtained in the same way as the wild-type with a mother liquor consisting of 16% PEG 400, 100 mM Tris (pH 8.6) and 200 mM ammonium sulfate. A single-wavelength (0.9796Å) anomalous diffraction (SAD) data set was collected to the resolution of 3.00 Å at beamline 5C of Pohang Accelerator Laboratory and was processed by *HKL2000* (29). The experimental SAD phasing and the initial model building were performed with *PHENIX* (30). The initial model of the triple mutant was subjected to the automated model building of *BUCCANEER* (31) and then further refined to *R*/*R*_free_ of 0.251/0.267 by using *COOT* (32) and *PHENIX*. The crystal structures of the wild-type and the T55I mutant were determined with the triple mutant structure as a search model. MR solutions from *PHASER* was manually manipulated by *COOT* and refined by *PHENIX*. Several rounds of refinements and manual refitting gave rise to final models of the wild-type (*R*/*R*_free_ = 0.222/0.244) and the T55I mutant (*R*/*R*_free_ = 0.236/0.275). The final model of the wild-type contains residues 4∼142 of chain A and residues 4∼139 of chain B while that of the T55I mutant consists of residues 4–144 of chain A and residues 2–139 of chain B. The Ramachandran plots indicate 97.1% (the wild-type) and 91.6% (the T55I mutant) of non-glycine residues are in the most favored regions, and all others are in the additionally allowed regions.

### Analytical ultracentrifugation

Sedimentation velocity of wild-type EnfR and all the mutants were calculated by analytical ultracentrifugation at a wavelength of 280 nm using a ProteomeLab XL-A centrifuge (Beckman Coulter, Brea, CA, USA) equipped with an AN-60 Ti rotor at 20°C. Data from sedimentation at 42,000 rpm were collected at 5-min intervals, giving a total of 130 scans. Sedimentation velocity data were analyzed using *SEDFIT*. The density and viscosity of the buffer solution were determined at 20°C to be 1.019 g/ml and 0.010503 P, respectively. The partial specific volume was calculated as 0.7454–0.7466 ml/g at 20°C.

### DNase I protection assay

For DNase I protection assay, a DNA probe of the 150-bp promoter region of the *codh* gene cluster (24) was amplified by PCR using 6-carboxyfluorescein (6-FAM)-labeled 1017_150_F and unlabeled 1017_150_R as primers (Supplementary Table S2). The labeled DNA probe (200 ng) was then incubated with the purified EnfR protein for 10 min at 80°C in a 20 μl reaction mixture containing 1 × binding buffer (20 mM Tris–HCl pH 7.5, 200 mM KCl, 1 mM EDTA, and 5% glycerol). DNaseI digestion of the protein-DNA complex followed the procedures described previously (33). The resulting DNA fragments were precipitated with ethanol, eluted in nuclease-free water and then analyzed using an ABI 3730xl DNA analyzer (Applied Biosystems, Foster City, CA) with Peak Scanner™ Software ver. 1.0 (Applied Biosystems).

### Molecular docking

An *in silico* model of EnfR in complex with the 36-bp target DNA was built using the *HADDOCK* v.2.4 server. For molecular docking, we defined the α2-turn-α3 region (residues 24–51) of EnfR as active residues that were predicted to be involved in DNA-binding, and the first three N-terminal residues that are conformationally different from that of the T55I mutant structure were also selected as active residues in each monomer. For DNA molecule, active residues were selected based on the sequence of 5′-AATCTTTTTGTTTACATT-3′ which was determined as a minimal binding region in the DNase I protection assay. Passive residues were automatically selected by the server. Among the generated models, the top-ranked model was selected to get insights into the DNA-binding mode of EnfR.

### Electrophoretic mobility shift assay (EMSA)

All protein mutants were generated by site-directed mutagenesis using the wild-type TON_1525 (EnfR) gene as a template (Cosmogenetech, Republic of Korea). Mutant proteins were prepared by the same procedure as described in *Protein Preparation*. To analyze interactions between EnfR and the target DNA sequence, the 36-bp 5′-Cyanine 5 (Cy5)-labeled (5 nM) probes were used with different protein concentrations. For verification of EnfR-binding to the promoter regions of differentially expressed genes (DEGs), DNA probes (10 nM) of TON_1582, TON_0537 and TON_1563 genes were amplified by PCR using 5′-Cy5-labeled forward primers (1582_F, 0537/8_F and 1563_F) and unlabeled reverse primers (1582_R, 0537/8_R and 1563_R) (Supplementary Table S4). Proteins were incubated with the probes at 37°C for 20 min in a buffer containing 10 mM Tris (pH 7.4), 200 mM KCl, 2 mM DTT, 0.2 mM EDTA. After incubation, the reaction mixtures were separated by electrophoresis using a 6% polyacrylamide gel. The gels were analyzed with ChemiDoc MP imaging system (Bio-Rad). The band intensities were calculated with the program *ImageJ* and used to compare the DNA-binding affinities of the wild-type and the T55I mutant.

### Strains, culture conditions and analytical methods

*T. onnurineus* NA1 (KCTC 10859) was routinely cultured in modified medium 1 (MM1) supplemented with 1 bar of 100% CO (MM1 + CO) in serum bottles under anaerobic conditions at 80°C (34). An MC11 mutant strain harboring the amino acid substitution, T55I, in EnfR was previously constructed (24) and used in this study. For the cultivation of the wild-type and MC11 strains in the bioreactor, 100% CO was supplemented at a flow rate of 120 ml/min and the pH was controlled at 6.1–6.2 using 5 N NaOH containing 3.5% NaCl. Cell growth was monitored by OD_600_, and H_2_ production was analyzed as previously described (35).

### Transcriptome analysis

The wild-type and MC11 strains were grown to the exponential growth phase in MM1 + CO medium and three independent cultures were employed for RNA extraction. Total RNA was extracted from the cells using Trizol reagent (Invitrogen, Carlsbad, CA) as previously described (24). The quality and quantity of the RNAs were assessed as RNA integrity number (RIN) (36) and RNA electropherograms produced with an Agilent 2100 Bioanalyzer (Palo Alto, USA) according to the manufacturer's instructions. 10 μg of RNA from samples with RIN values ranging from 8.4 to 9.7 for the wild-type and MC11 strains was used for further experiments. Sequencing library generation and sequencing using a HiSeq 2500 (Illumina, San Diego, USA) were performed by CJ bioscience (Seoul, Republic of Korea). Quality-filtered reads were mapped against a reference genome sequence (BioProject accession number PRJNA59043) (https://www.ncbi.nlm.nih.gov/bioproject) by Gibiome (Seongnam, Republic of Korea). Relative transcript abundance was measured as fragments per kilobase per million mapped reads (FPKM) (37). RNA sequence data were submitted to the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) with accession code GSE200806.

### Western blotting analysis

After immunization of rabbits with each purified protein in Ab Frontier (Seoul, Republic of Korea), polyclonal antibodies were generated and verified by Western blotting. Western blotting analysis was conducted as described (13).

### Isothermal titration calorimetry (ITC)

ITC experiments were conducted using a VP-ITC instrument from Malvern Panalytical (Malvern, UK) at 25°C. The wild-type, the T55I mutant, and the 36-bp target DNA were dissolved in 10 mM Tris–HCl buffer (pH 7.4) containing 200 mM KCl, 1 mM tris(2-chloroethyl) phosphate (TCEP) and 0.2 mM EDTA. The solutions were degassed for 3 min before being loaded into the ITC instrument. The concentration of the wild-type and the T55I mutant in the cell was 25 μM, while the concentration of the 36-bp target DNA in the syringe was 380 μM. Titration experiments consisting of 25 injections in total were performed with continuous stirring at 307 rpm. The injection volume was 2 μl for the first injection to minimize effects of bubbles and 11 μl for the remaining injections. The initial delay and the reference power were set to 1200 s and 10 μcal/s, respectively. The 36-bp target DNA solution was titrated into the same buffered solution for the heat of dilution. Binding isotherms were displayed after subtracting the dilution heat and baseline correction. Fitting analyses of binding isotherms were carried out using the one-set-of-sites binding model in the MicroCal Origin 7.0 software.

### Luciferase reporter assay

A luciferase reporter assay to monitor the specific binding of EnfR to the target DNA sequence was designed by using a heterologous bacterial host *E. coli* (38). To construct the EnfR-producing plasmids, wild-type and mutant TON_1525 (EnfR) genes in the expression plasmids were subcloned into pJK1113, a plasmid containing the arabinose-inducible promoter P_BAD_ (Supplementary Table S5) (39). The resulting plasmids were designated as the pJH_EnfR series. To construct synthetic promoters that are repressed by EnfR, we engineered two constitutively expressing bacterial promoters (J23117 and J23110) (40) to have the EnfR-binding site either at the very downstream of or at partially overlapping position with the -10 box for bacterial RNAP (see ‘The target DNA sequence and the implication of the N-terminal loop in DNA recognization’ of the Results and Discussion section). DNA fragments containing such engineered sequences (Supplementary Table S6) were chemically synthesized and then cloned into the plasmid pBBR_lux containing a promoterless *luxCDABE* operon (Supplementary Table S5) (41). The resulting reporter plasmids were designated as the pJH_road-blocking (if EnfR binds to the downstream of -10 box) or pJH_steric_ hindrance (if EnfR binds to the -10 box thereby interfering RNAP binding). Finally, to produce reporter strains, each pJH_EnfR plasmid was co-transformed with pJH_road-blocking or pJH_steric_hindrance into *E. coli* DHα cells (Supplementary Table S5).

For the luciferase reporter assay, overnight cultures of the reporter strains were inoculated into the fresh LB medium supplemented with appropriate antibiotics and L-arabinose for EnfR induction. When the cells were grown to an exponential phase (OD_600_ of 0.5), 200 μl of the culture was transferred into a well of the Nunc^TM^ 96-well white/clear bottom plate (Thermo Fisher Scientific, MA). After further incubation at 37°C for 3 h, the OD_600_ and cellular luminescence were measured using the Spark™ microplate reader (Tecan, Switzerland). The relative luminescence unit (RLU) was derived by dividing the cellular luminescence with OD_600_. The relative luminescence level was then calculated by normalizing the RLU of each sample with that of the EnfR-uninduced sample [Relative luminescence level = (RLU of the sample / RLU of the EnfR-uninduced sample) × 100 (%)].

## RESULTS AND DISCUSSION

### TON_1525 is a homo-dimer

Proteins engaged in transcriptional regulations are generally homo-oligomers, and thus, we examined the oligomeric state of TON_1525 through the sedimentation velocity analytical ultracentrifugation (SV-AUC) (Figure 1). Occupying 99.98% of the total protein peak area, it was analyzed to have a molecular weight of 33,800 Da. Consequently, it can be safely concluded that TON_1525 exists as a homo-dimer in solution.

**Figure 1.**
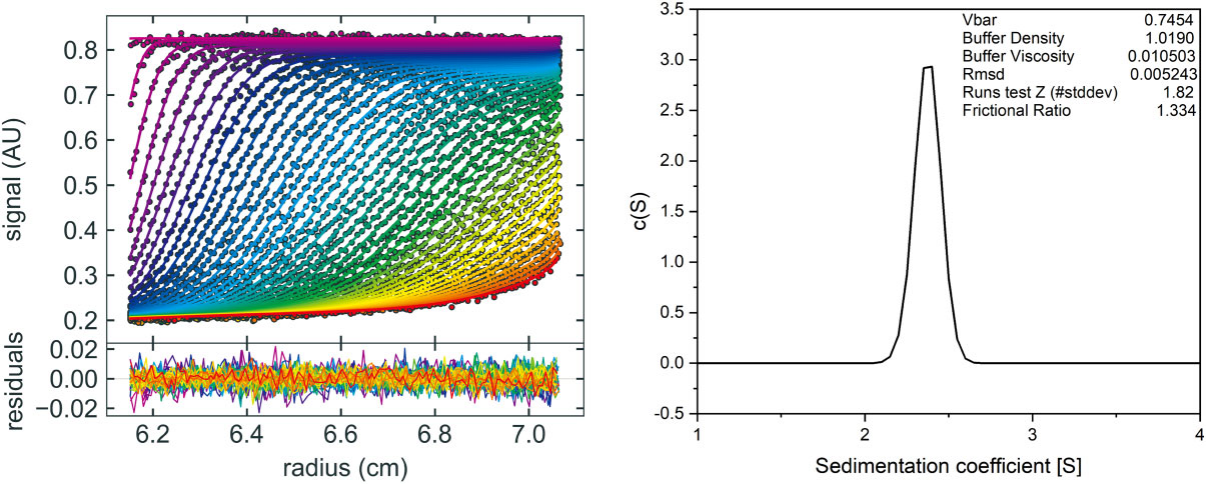
Determination of the oligomeric state of EnfR (TON_1525). Sedimentation Velocity Ultracentrifugation Analysis (SV-AUC) of EnfR. *Left panel*: raw sediment velocity profiles recorded using absorbance at 280 nm. *Right panel*: the distribution of sedimentation coefficient *c*(s) from the model. The analytical ultracentrifugation profile of EnfR showed that it exists as a dimer in solution.

### TON_1525 adopts an ‘eighth note’ symbol-like fold that is assembled into an X-shaped dimer

We determined the 2.8 Å resolution crystal structure of the wild-type TON_1525 (Supplementary Table S1). There are two monomers in the asymmetric unit of the wild-type TON_1525 crystals, which is compatible with our demonstration that TON_1525 is a dimeric protein in solution. The structures of the two monomers are virtually identical; their structures are superposed with the root mean square (r.m.s.) deviation of 0.490 Å for all Cα atoms. Monomeric structure of TON_1525 resembles an ‘eighth note (♩)’ symbol in that it can be divided into three parts: a flag, a straight stem and a note-head (Figure 2A) (hereafter referred to as ‘eighth note’ fold regulator, EnfR). The flag part contains two N-terminal α1 and α2 helices (residues 1–34), the stem part is a long α3 helix (residues 35–62) and the note-head corresponds to the C-terminal α+β domain (residues 63–146) in which a three-stranded antiparallel β-sheet (↑β1-↓β2-↑β3) is sandwiched by the stem helix (α3) on one face and two C-terminal helices (α4 and α5) on the other face (Figure 2A). The C-terminal α+β note-head domain has a β_A_-α_A_-α_B_-β_B_-β_C_ topology (the alphabet subscripts indicate the order of secondary structural elements represented by Greek letters) (Supplementary Figure S1). This domain is unique in that most proteins having β-α-α-β-β topology among the proteins belonging to the α+β class defined by Structural Classification of Proteins (SCOP) (42) shows β_A_-α_A_-α_B_-β_C_-β_B_ topology, which displayed a reversed order of the second and third β-strands compared with EnfR.

**Figure 2.**
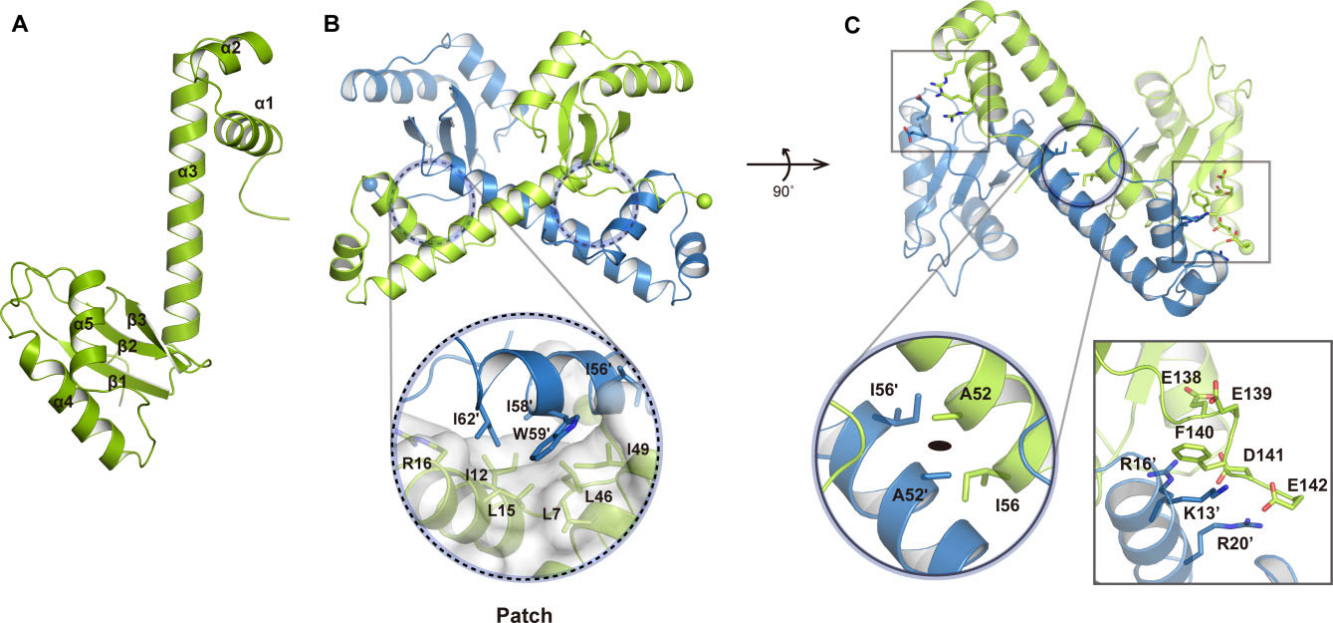
The overall structure of monomer, dimer and the dimeric interface of EnfR. (**A**) Monomeric structure of EnfR. (**B**) Side view of dimeric EnfR. Hydrophobic interactions between monomers are indicated by black dashed circles, and the hydrophobic patch is presented by white surface. (**C**) Bottom view of dimeric EnfR. Electrostatic interactions between the acidic EEFDE segment at the C-terminal region of one monomer and basic residues from the other monomer are indicated by two black squares. The black circle in the dimeric center represents a hydrophobic core. The molecular 2-fold axis is represented by a black oval at the central intersection. Each monomer is colored light green and blue, respectively. All spheres indicate the N- and C-termini of monomers. All residues participating in dimeric interactions are in sticks. For brevity, close-up views are shown only for one monomer in (B) and (C).

The dimerization of EnfR is mediated mainly by the flag and stem helices with a contact area of ∼2300 Å^2^, covering one-third of the molecular surface of a monomer. The long stem helices from two monomers form antiparallel X-shaped cross interactions (Figure 2B). Ala52 and Ile56 from a monomer form a hydrophobic core with the same residues from another monomer at the central intersection where the molecular 2-fold axis is located (Figure 2C). Three hydrophobic residues (Ile58, Trp59, and Ile62) at one end of the stem helix in a monomer make extensive contacts with a hydrophobic patch lined by Leu7, Ile12, Leu15, Arg16 (a three-carbon aliphatic chain in its side chain), Leu46, and Ile49 at the peripheral of the core (Figure 2B). To verify the importance of the hydrophobic interactions for the dimeric conformation, an EnfR mutant harboring three point mutations (A52W, I58G and I62G) was designed. The introduction of Trp into position 52 at the hydrophobic core was for steric clashes, and the two Ile → Gly mutations were to reduce contacts with the hydrophobic patch. As expected, SV-AUC revealed that 72.3% of the total protein peak area was estimated to have a monomeric size (Supplementary Figure S2). In addition to hydrophobic dimeric contacts, electrostatic interactions contribute in part to the dimerization. The acidic EEFDE segment (residues 138–142) of the note-head α+β domain in one monomer makes interactions with a basic side of α1 harboring Lys13, Arg16, and Arg20 in the other monomer (Figure 2C).

*Mycobacterium tuberculosis* RslA-bound RNA polymerase sigma factor σ_4_^L^ is the highest structural homolog of monomeric EnfR searched by the *Dali* server (Supplementary Table S7) (43). However, σ_4_^L^ displays a low structural similarity only towards the α2-turn-α3 HTH motif of EnfR (*Dali Z*-score of 8.5, r.m.s. deviation of 1.8 Å) (Supplementary Figure S3 and Table S7). In addition, the dimerization mode of EnfR is not observed among all structural homologs with *Dali Z*-score >6. The unique tertiary and quaternary structures of EnfR resembling the eighth-note indicate clearly that the Tfx family is structurally distinct from other transcription factor families.

In addition to DNA-binding domains (DBD), transcription factors generally have extra domains that mediate oligomerization and/or recognize molecular signals such as small molecules or proteins. For example, TrmB from *Thermococcales* and *Halobacterium salinarum* contains an N-terminal DBD and an effector binding domain (EBD). Sugar such as sucrose and maltotriose binds to EBD and induces a conformational change of TrmB to control the transcription of genes related to sugar metabolism (44,45). In EnfR, the C-terminal α+β note-head domain corresponds to the extra domain. As an effort to get an idea of the functional role of the note-head domain, we searched for structural homologs using the *Dali* server (Supplementary Table S8). A part of the *E.coli* 4-amino-4-deoxychorismate lyase (PDB code: 1I2L) was identified as the highest structural homolog; the *Z*-score was 6.1, and the r.m.s. deviation was 3.2 Å for 73 matching C_α_ atoms. Structural investigation revealed that the homologous region in the lyase is implicated in dimerization, which suggests that the note-head domain of EnfR appears not to function as an EBD.

The absence of EBD, which senses molecular signals and induces structural alteration, suggests that an antirepressor/repressor system (*Ant*/*Rep*) might regulate the DNA-binding activity of EnfR. *Ant* is generally known to bind to DNA-recognition sites of *Rep* to prevent the formation of the *Rep*-operator complex (46). There are also novel types of *Ant* that bind not to DNA-binding sites but to other regions to inactivate *Rep* (47). In these ways, *Ant* disrupts the *Rep*-operator complex, allowing the transcriptional machinery to initiate gene expression. Unfortunately, there is no known *Ant* of EnfR. Consequently, it is a future challenge to reveal how the negative regulation of the *codh* gene cluster by EnfR is relieved.

### The target DNA sequence and the implication of the N-terminal loop in DNA recognization

To elucidate the DNA-recognition mode of EnfR, first, we mapped the binding sequence for EnfR in the *codh* promoter region by using the DNase I protection assay. In the previous study, it was confirmed that the purified EnfR binds specifically to the 150-bp long DNA probe containing the promoter region of *codh* gene cluster (24). When the same DNA probe was incubated with the purified EnfR protein, a region extended from –44 to +3 (centered at –21 from the translation start site of TON_1017, a gene expressed polycistronically with the *codh* gene TON_1018) (13,48) was protected from DNase I digestions (Figure 3A). Inspection of this sequence revealed a 36-bp pseudo-palindromic inverted repeat (5′-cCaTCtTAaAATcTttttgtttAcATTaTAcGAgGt-3′); 18-bp minimal binding region is underlined. Considering the dimeric structure of EnfR, this pseudo-palindromic sequence is highly likely to be a target site for EnfR-binding.

**Figure 3.**
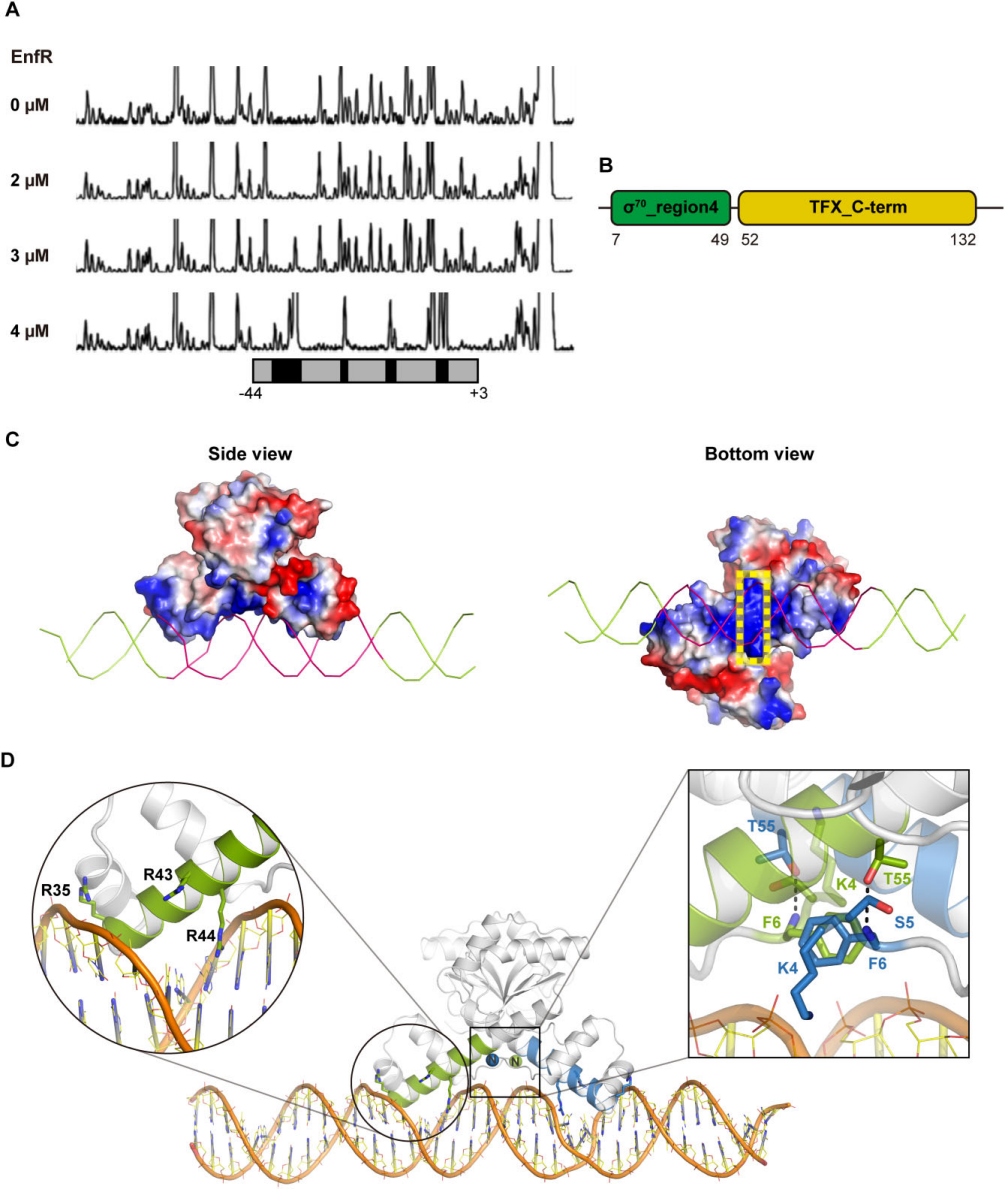
*In* *silico* model of the EnfR/DNA complex. (**A**) DNaseI footprinting analysis of EnfR-binding site in the promoter of the *codh* gene cluster. The protected region by EnfR and the susceptible region to DNaseI are represented by grey and black boxes, respectively. (**B**) Domain architecture of EnfR annotated by *Pfam*. (**C**) Surface representation of the EnfR dimer with the electrostatic potentials in the *in silico* complex model. Positive, negative and neutral electrostatic potentials are colored blue, red and white, respectively. The 36-bp target DNA is represented as a light green ribbon and the minimal EnfR-binding region (5′-AATCTTTTTGTTTACATT-3′) is indicated by pink. The N-terminal loop (residues 1–6, referred to as the *N*-6 region) is indicated by a yellow dotted square. (**D**) The interfaces between the dimeric EnfR and the 36-bp DNA. *Left circle*: DNA-contacting residues (Arg35, Arg43 and Arg44) are shown in green sticks. *Right square*: the residues in the *N*-6 region are also presented by sticks. Hydrogen bonds between the side chain hydroxyl group of Thr55 in a monomer and the backbone -NH group of Phe6 in another monomer are presented by black dotted lines. For clarity, the DNA-binding regions in the dimeric EnfR are colored in green and blue for each monomer.

Afterward, we built an *in silico* model structure of the EnfR/DNA complex to reveal the DNA-recognition mode of EnfR in structural aspects. Among structural homologs searched by the *Dali* server (Supplementary Table S7), there were several RNAP σ^70^-like σ factors that are necessary for the initiation of transcription in bacteria. Consistently, according to the Pfam analyses, the α2-turn-α3 HTH motif (residues 7–49) in EnfR corresponds to the region 4 helix-turn-helix (r4-HTH) motif of RNAP σ^70^ (Figure 3B). The α2-turn-α3 HTH motif of EnfR is nicely overlapped onto the r4-HTH motif of *Thermus aquaticus* σ^A^ fragment with the r.m.s. deviation of 0.587 Å for Cα atoms of residues 7–49 (Supplementary Figure S4). Since the r4-HTH motif is responsible for DNA recognition (49), it would appear that the α2-turn-α3 HTH motif is the DNA-binding site in EnfR. In the dimeric structure, two α2-turn-α3 HTH motifs are ∼35.8 Å apart from each other (using the Cα of Glu42 as a reference point). Since the spacing between two successive major grooves is ∼36 Å in the B-form DNA, the two HTH motifs seem to be suitably arranged for the recognition of the target DNA sequence. Based on these perspectives, the complex model structure was generated using the *HADDDOCK* v2.4 program (see the Materials and Methods section).

The resulting complex model is quite reasonable considering electrostatic complementarity and favorable interactions between EnfR and DNA (Figure 3C and D). As shown in Figure 3C, the positively-charged electrostatic potential of the DNA-binding interface in EnfR is adequate to accommodate the negatively-charged sugar-phosphate backbone of DNA. The N-terminal loop (residues 1–6, referred to as the *N*-6 region hereafter) in the two monomers is situated in such a way to make contact with the minor groove (Figure 3C). In addition, the N-terminal part of the stem helix (α3) in the HTH motifs fits into the major groove with three arginine residues (Arg35, Arg43 and Arg44) interacting with DNA. Arg43 and Arg44 extend their side chains toward the bases in the major groove, and Arg35 makes contact with the phosphorous backbone of DNA (Figure 3D). It should be noted that the guanidino group of arginine residues is well known to interact with the base and the backbone of DNA in the protein-DNA complexes (50).

To verify the *in silico* complex model, we made four mutant proteins (a mutant with the R35A replacement, a mutant with a R43A replacement, a mutant with a R44A replacement, and a mutant with N-terminal six residues deleted (Δ*N*^1–6^)). Notably, the three arginine residues in the HTH motif (Arg35, Arg43, and Arg44) and the N-terminal six residues are directly involved in DNA-binding in the complex model. Point mutations introduced into the solvent-exposed arginine residues and the deletion of the *N*-6 region at the N-terminus cannot affect the dimeric nature of EnfR, which was verified by AUC experiments in which all the mutants were revealed to be dimers (Supplementary Figure S5). The DNA-binding activities of the four mutant proteins (the R35A mutant, the R43A mutant, the R44A mutant, and the Δ*N*^1–6^ mutant) were analyzed by the electrophoretic mobility shift assay (EMSA) with the 36-bp target DNA sequence. In the case of the R35A and R43A mutants, their DNA-binding activities were drastically decreased, and the R44A mutant seemed to lose the DNA-binding activity (Figure 4). These observations, together with the defect of the Δ*N*^1–6^ mutant in DNA-binding (Figure 4), demonstrated that the *N*-6 region and the HTH motif take part in DNA recognition as suggested by the *in silico* complex model.

**Figure 4.**
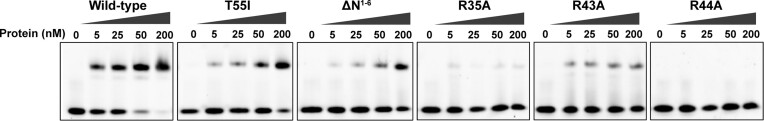
DNA-binding activity of EnfR variants. EnfR (0 ∼ 200 nM) was incubated with the Cy5-labeled 36-bp DNA (5 nM). Δ*N*^1–6^ indicates a mutant with the *N*-6 region deleted.

For *in vivo* validation of the *in vitro* mutational studies, we developed two reporter systems: (i) the road-blocking system, of which the target DNA sequence is located between a bacterial constitutive promoter (J23117) (40) and a transcriptional start site of the luciferase (*lux*) operon and (ii) the steric hindrance system, of which the target sequence is partially overlapped with another type of bacterial constitutive promoter (J20110) (Figure 5A and B) (40). The binding of EnfR to the target sequence *in vivo* would interfere with the proceeding or binding of bacterial RNAP in the road-blocking or steric hindrance system, respectively. Indeed, when EnfR was induced via arabinose (Figure 5A and B), the luminescence levels were significantly reduced in both systems in an arabinose concentration-dependent manner. If the wild-type EnfR was induced with 0.01% (v/v) of arabinose in either the road-blocking or steric hindrance system, a relative luminescence level was about 35% compared to the uninduced condition. When R35A, R43A, R44A or Δ*N*^1–6^ was induced, the relative luminescence levels were in the range of 55–85%, which indicated that all the tested mutants have defects in DNA binding as shown in EMSA and that the three arginine residues and the *N*-6 region contribute to DNA-binding (Figure 5C and D).

**Figure 5.**
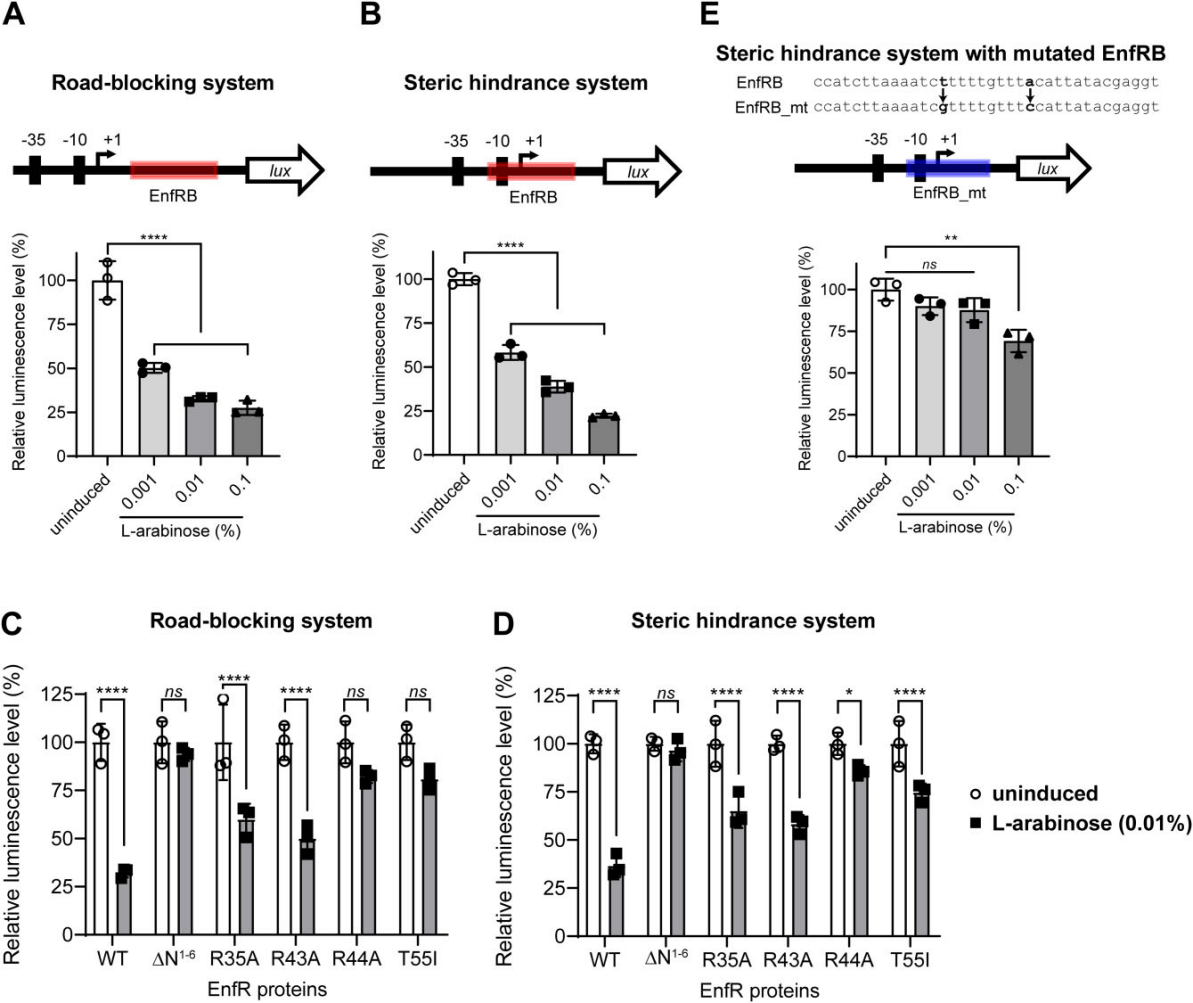
Verification of the EnfR-mediated repression *in vivo*. (A and B) EnfR-mediated repression of the reporter luciferase gene expression was verified either in the road-blocking system (**A**) or the steric hindrance system (**B**). The EnfR-binding site is located at very downstream of or at a partially overlapping position, respectively, with the –10 box for bacterial RNA polymerase. (C and D) Various mutant EnfRs were induced with 0.01% (v/v) of l-arabinose, and their repressor function was examined via luciferase reporter gene assay using road-blocking (**C**) or steric hindrance system (**D**). (**E**) EnfR-mediated repression was significantly dampened if the EnfR-binding sequence in the promoter was mutated (T14G-A23C). WT indicates the wild-type EnfR. For A, B and E, a schematic diagram of each promoter is shown above the graph. The statistical significance was determined by ordinary one-way ANOVA with multiple comparisons (A, B and E) or by multiple t-tests (C and D) (*ns*, not significant; ****P< 0.0001; **P< 0.01; *P< 0.05). EnfRB, EnfR-binding site; EnfRB_mt, Enf-binding site with mutation.

Furthermore, to examine the effect of base substitutions on EnfR-binding, four base pairs with palindromic relationships in the target DNA sequence were changed; A10-T27 → C10- G27, A11-T26 → C11-G26, T12-A25 → G12-C25 and T14-A23 → G14-C23 (Supplementary Figure S6A and Table S3). Then, the influence of the base substitution on EnfR-binding was examined by EMSA. Among the four substitutions, the T14G-A23C substitution was remarkable in the reduction of EnfR-binding (Supplementary Figure S6B), which was confirmed by the luciferase reporter assay. Compared to the uninduced control, a relative luminescence level in the presence of the T14G-A23C substituted promoter sequence remained at ∼85% and ∼65% after the wild-type EnfR was induced with 0.01% and 0.1% (v/v) of arabinose, respectively (Figure 5E). In contrast, when the original target sequence was used, the relative luminescence level was decreased to about 39% and 22% at 0.01% and 0.1% (v/v) arabinose, respectively (Figure 5B), which indicated that the T14G-A23C substitution reduced the repression activity of EnfR. Collectively, it can be concluded that EnfR loosely binds to the target DNA sequence harboring the T14G-A23C substitution. The road-blocking system was not employed in this base substitution experiment since the T14G-A23C substitution resulted in no expression of *lux* operon, probably due to the formation of a stable secondary structure in the 5′ untranslated region of the transcript.

### Structural explanation for the defect of the T55I mutant in DNA-binding

The transcription level of genes in the *codh* cluster was reported to be affected by the T55I mutation in EnfR (24). To examine the influence of the T55I mutation on the DNA-binding activity of EnfR, EMSA was performed. The Cy5-labelled target DNA sequence was titrated as the concentration of the wild-type and T55I mutant increased. In both cases, single retarded bands were observed, and their intensities were increased in a concentration-dependent manner (Figure 6B), which indicates only one dimeric EnfR binds to the target sequence. Remarkably, the T55I mutation seemed to cause a defect in the DNA-binding activity. The intensity of the retarded band in the presence of the T55I mutant was lower than that of the wild-type in EMSA (Figure 6). Consistently, when the T55I mutant was induced in the luciferase reporter assay, the luminescence level was increased compared to in the presence of the wild-type (Figure 5C and D). For quantitative measurements of the negative effect of the T55I mutation on DNA-binding activity, we determined the dissociation constant (*K*_D_) of the wild-type and the T55I mutant towards the target DNA sequence by isothermal titration calorimetry (ITC). The *K*_D_ values of the wild-type and the T55I mutant were calculated to be 61.8 ± 20.5 and 948.0 ± 130.0 nM, respectively, clearly indicating that the DNA-binding affinity of the mutant is much lower (over fifteen-fold) than that of the wild-type. The stoichiometry parameters (*N*) were 0.94 ± 0.01 for the wild-type and 0.80 ± 0.01 for the T55I mutant, which confirmed that one dimeric EnfR binds to the 36-bp target DNA sequence (Figure 7).

**Figure 6.**
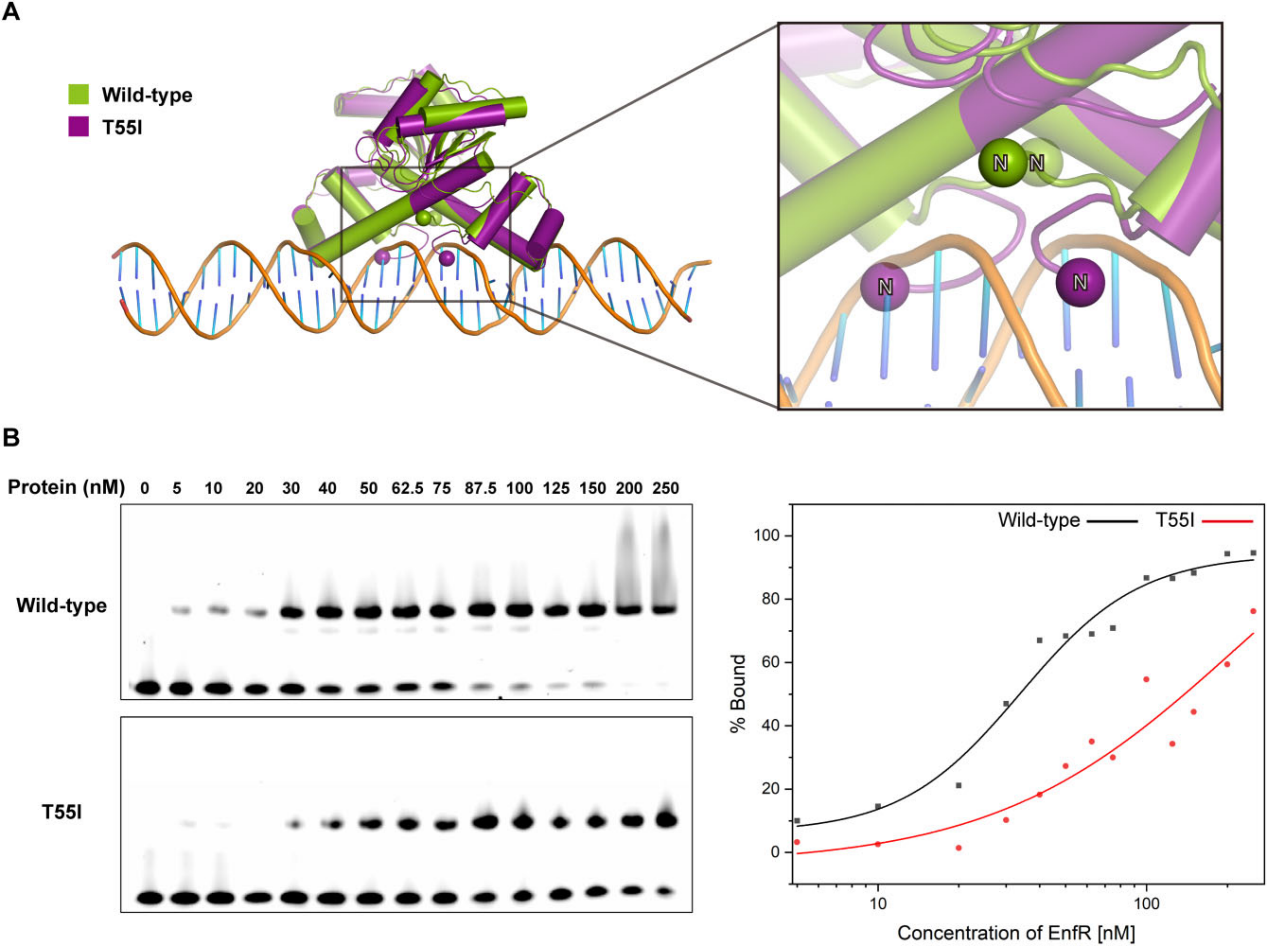
Effect of the T55I mutation on the DNA-binding activity of EnfR. (**A**) The crystal structure of the T55I mutant (purple) was superposed onto the wild-type (green) in the EnfR-DNA complex model. To clearly understand the movement of the *N*-6 region, N-termini are represented by spheres, and all α-helices are shown in cylinders. (**B**) Electrophoretic mobility shift assay (EMSA) for the wild-type and the T55I mutant. EnfR (0–250 nM) was incubated with the Cy5-labeled 36-bp DNA (5 nM). The fractions of bound 36-bp dsDNA were plotted against EnfR concentrations (0, 5, 10, 20, 30, 40, 50, 62.5, 75, 100, 125, 150, 200 and 250 nM) with a Hill 1 equation. The data from the wild-type and the T55I mutant are colored black and red, respectively.

**Figure 7.**
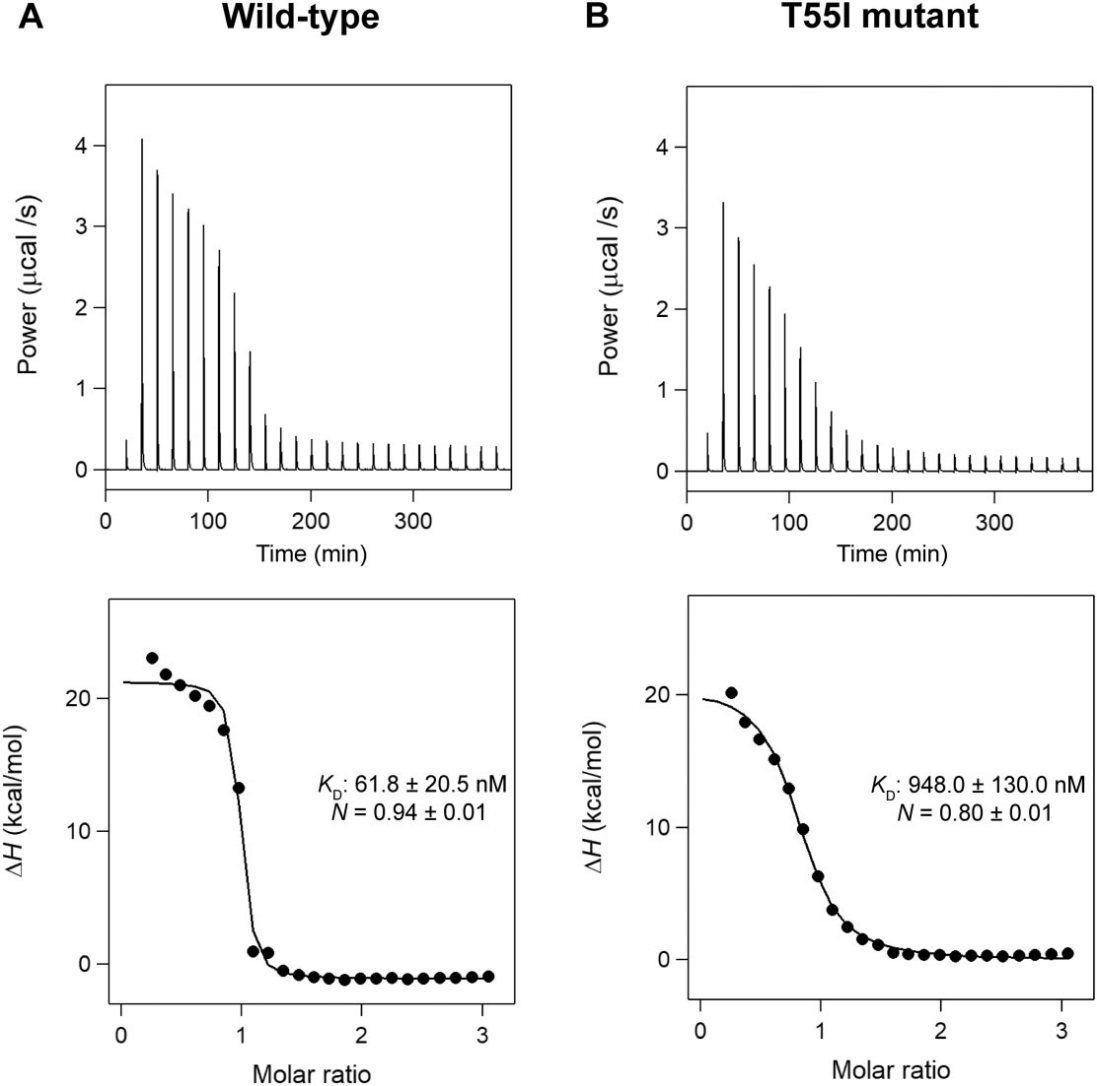
Calorimetry-based characterization of intermolecular interactions between EnfR and 36-bp. (A and B) ITC thermograms (upper) and binding isotherms (lower) observed upon titration of 36-bp into wild-type (**A**) and mutant EnfR (**B**). Closed circles and solid lines represent the normalized values of the enthalpy change (Δ*H*) and fit curves, respectively.

To get structural insights into the reduced DNA-binding activity of the T55I mutant, we determined its 3.4 Å resolution crystal structure (Supplementary Table S1). The overall structures of the monomeric and dimeric T55I mutant are virtually identical to those of the wide-type. The r.m.s. deviations of monomers and dimers between the mutant and the wild-type are 0.827 and 0.941 Å, respectively, for all Cα atoms (Figure 8). Despite this structural resemblance, however, the T55I mutant has a remarkable structural difference in the orientation and conformation of the *N*-6 region that is engaged in DNA recognition. In the wild-type dimer, the side chain hydroxyl group of Thr55 in a monomer is hydrogen-bonded to the backbone –NH group of Phe6 in another monomer, which directs the *N*-6 region to extend out of the main body (Figure 8). Two benzyl side chains of Phe6 in the *N*-6 regions of two monomers form π–π stacking interaction to stabilize the observed conformation of the *N*-6 region. In contrast, in the case of the T55I mutant, the *N*-6 region runs in a different direction due to the loss of the hydrogen bond, which is the consequence of the isoleucine replacement at position 55 (Figure 8). In this conformation of the two *N*-6 regions, the two phenylalanine residues cannot form π–π stacking interactions.

**Figure 8.**
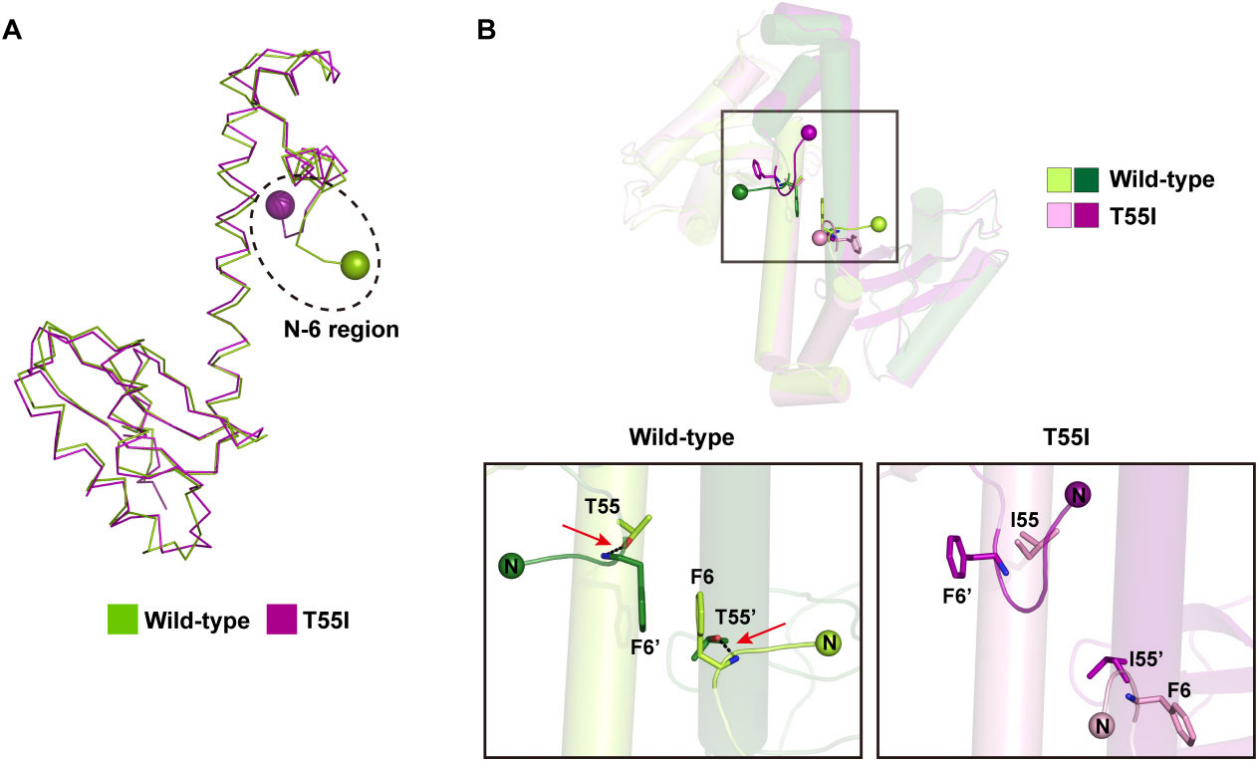
Conformational changes induced by the T55I mutation. (**A**) Superposition of monomeric structures of the wild-type (green) and the T55I mutant (purple). A black dotted circle indicates the conformational changes in the *N*-6 region between the wild-type and the T55I mutant. (**B**) *top*: superposition of dimeric structures of the wild-type (each monomer in green colors of different depth) and the T55I mutant (each monomer in purple colors of different depth). *bottom*: black dotted lines pointed out by red arrows indicate hydrogen bonds between the side chain hydroxyl group of Thr55 in a monomer and the backbone -NH group of Phe6 in another monomer. N-termini are presented by spheres.

To elucidate structural determinants for the dramatic effect of the T55I mutation on DNA-binding activity, we made a complex model between the T55I mutant and DNA by substituting the wild-type structure with the T55I mutant structure in the *in silico* EnfR/DNA complex model. In the resulting complex model, it was obvious that the *N*-6 region of the mutant clashes with DNA (Figure 6A). Consequently, it can be concluded that the altered conformation of the *N*-6 region induced by the T55I mutation disturbs the DNA-binding activity of the mutant, and the conformation of T55I mutant is not adequate in DNA-binding.

### EnfR is a repressor regulating the expression of the *codh* gene cluster

The archaeal core promoter region contains two consensus sequences, A–T rich TATA-box and purine-rich BRE (25). Transcription factor B (TFB) and TATA-binding protein (TBP) bind to BRE and TATA-box, respectively, and recruit RNAP to form pre-initiation complexes (PIC) and start transcription (51). When we analyzed the 36-bp target DNA sequence resulting from the DNase I protection assay, there was a TATA box-like sequence consisting of TTATA in 15–19 bp upstream from the translation start site of the *codh* gene cluster. In other words, EnfR binds to the TATA box-like region. Notably, transcription repressors in archaea usually bind to sequences downstream of BRE including TATA-box regions to block the formation of PIC (52). Therefore, the sequence analysis for the promoter region of the *codh* gene cluster, together with the reduced affinity of the T55I mutant toward the target DNA sequence, suggests that EnfR acts as a transcriptional repressor that controls the expression level of the *codh* gene cluster.

### Changes in diverse gene expression in the MC11 strain promote the cell growth and H_2_ production under carboxydotrophic condition

According to our previous reports (24,35), the T55I mutation in EnfR (156T strain) and the deletion of EnfR (Δ1525 strain) led to significant increase of CO oxidation activity and H_2_ production rate, which was accompanied by the increased expression of the *codh* gene cluster. In addition, we have also shown that Δ1525 led to expression changes in various genes (35). To further explore the inherent role of EnfR, we performed comparative transcriptome analyses between the wild-type and the MC11 strain harboring the T55I mutation. Sequencing reads were mapped to 1914 protein-coding genes. Among them, significantly (≥2-fold) up- or down-regulated genes in the MC11 strain were 101 (5.3%) and 77 (4.0%) genes, respectively (Supplementary Table S9 and S10). 

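The 1914 genes are those with a TON number in the deposited table, which holds 1975 genes; the other 61 carry only a newer locus tag. The table gives FPKM for 6 libraries from exponential-phase cultures on MM1 + CO medium, 3 of the wild-type and 3 of MC11, with 1 library per strain from 2019 and 2 from 2022. TON_0544 (iron-containing alcohol dehydrogenase) is the most abundant transcript of all wild-type libraries, at 92919 FPKM. In both MC11 libraries of 2022, TON_0747 (hypothetical protein) holds that value and TON_0544 stands at 25710, below TON_0413 (S-layer protein) at 40938. In the MC11 library of 2019, TON_0544 is at 92919 as in the wild-type, and TON_0747 is at 12878 beside 12131 in the wild-type of 2019. Across all genes, the wild-type and MC11 libraries of 2019 correlate at 0.961, while the wild-type library of 2019 correlates with the wild-type libraries of 2022 at 0.799 and 0.783. Year therefore separates the transcriptomes more than strain does, and it was a term of every test unless the text says otherwise. The sorted FPKM values of the libraries lie within 5% of their mean at 98.7% of rank positions, as quantile normalization leaves them, so a change in the total amount of mRNA cannot be read from them. The paper states that independent cultures were used. The labels give 1 library per strain from 2019 and 2 from 2022, and all p-values rest on 3 libraries per strain.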

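The genes whose mRNA fell beyond the scatter of the libraries in MC11 form one run on the genome: TON_1563 to TON_1580, the mfh2 cluster, and TON_1581, which encodes the molybdenum cofactor guanylyltransferase MobA. These are the 19 genes that fell at a Benjamini-Hochberg adjusted p under 0.05 in limma with a year term, and 0 genes rose; at an unadjusted p under 0.05, limma has 96 genes higher and 100 lower. After each strain's mean is subtracted, libraries of the same number resemble each other across the strains. With these pairs as a block in limma 45 genes rose and 49 fell. With 1 of the pairs left out 28 to 76 rose and 44 to 64 fell, and 52 to 91 of the 94 genes were kept. These fits have 1 residual degree of freedom. Without pair 2022_1 or 2022_2, limma took a spread shared by genes (prior degrees of freedom infinite and 130). The p-values there hardly measure a gene's own scatter. With all 3 pairs as a block, the rises lie mainly in 3 runs: 13 genes from TON_1017 to TON_1031 (codh-mch), 12 from TON_1582 to TON_1595 (mbh) and 6 from TON_0538 to TON_0543 (a formate dehydrogenase and its transporter). Besides 21 genes from TON_1561 to TON_1581, the falls hold 6 genes from TON_0296 to TON_0303 (an iron ABC transporter and a molybdopterin-dependent oxidoreductase), 5 from TON_1749 to TON_1754 (ATP synthase) and 3 from TON_0904 to TON_0909 (with pyruvate carboxylase subunit B). Outside these runs the largest single rise is TON_1718 (NAD(P)/FAD-dependent oxidoreductase; log2 fold change 1.64 ± 0.29, limma with the block, Benjamini-Hochberg adjusted p = 0.012), and the largest single fall is TON_1924 (hypothetical protein; -2.61 ± 0.52, adjusted p = 0.019).
The paper ranks genes by the average of 3 ratios of same-numbered libraries. Of the 101 genes of Table S9, 72 were higher in MC11 in every pair, 12 were at 2-fold or more in every pair, and 18 owe their average to a single pair above 4-fold with the other two below 2-fold. Of the 77 genes of Table S10, 66 were lower in every pair, 25 by 2-fold or more in every pair, and 11 rest on a single pair in this way. Of the 101 genes, 0 rose in limma with a year term and 41 rose with the block; of the 77 genes, 19 fell and 47 fell. Both lists were chosen on these same libraries and are not independent of them. Changes of 2-fold were added to simulated values with the spread left after the fit with the block and with pair effects shared by the strains. Of these changes limma found 20.9% with a year term and 50.7% with the block. Many genes without a call may therefore still differ by 2-fold. The larger share with the block follows from the shared pair effects and does not test whether the real libraries are paired.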

The expression of the gene encoding EnfR (TON_1525) also increased 2.9-fold, suggesting the potential for self-regulation. 

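TON_1525 itself had 1.41, 4.11 and 3.26 times the wild-type FPKM in the MC11 libraries of 2019, 2022_1 and 2022_2 (mean 2.93 ± 1.38, n = 3 pairs), and its mean FPKM was 764 in the wild-type and 2441 in MC11. Its log2 fold change of 1.41 ± 0.58 did not pass (limma with a year term, Benjamini-Hochberg adjusted p = 0.471). With same-numbered libraries as a block the gene rose (1.41 ± 0.30, adjusted p = 0.026). Among 55 genes picked by product name as transcriptional regulators, transcription factors or DNA-binding proteins, which include TON_1525 and also TON_1372 and TON_1934 for diphthamide synthesis, matched by part of a word, 36 had higher estimates in MC11 and 0 passed in limma with a year term, where at an unadjusted p under 0.05 there were 2 higher and 1 lower; with the block TON_1525 alone passed. The regulators did not pass as a set (limma camera, Benjamini-Hochberg adjusted p = 0.357; 0.384 without TON_1372 and TON_1934). The paper reads the rise of TON_1525 as a potential for self-regulation; the mRNA level holds no information on binding at its own promoter.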

The differentially expressed genes (DEGs) were assigned to multiple groups of the archaeal clusters of orthologous genes (arCOGs) (Figure 9A).

**Figure 9.**
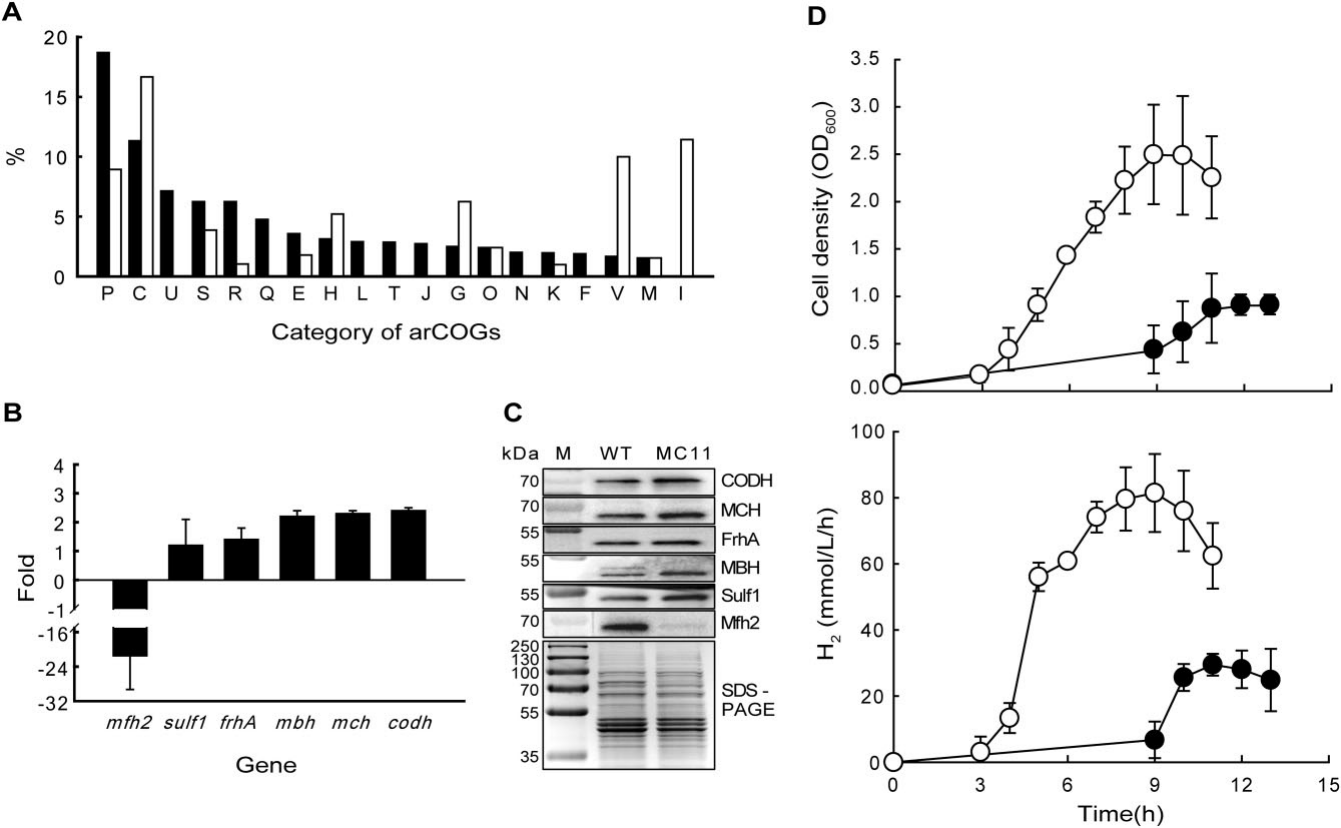
Transcriptome and phenotypic analysis of the MC11 strain. (**A**) Distribution of differentially expressed genes (DEGs) in the archaeal clusters of orthologous genes (arCOGs). The number indicates the proportion of genes that show significant (≥2-fold) increase (filled bars) or decrease (empty bars) in each group. The one letter code for arCOG categories is as follows: P, Inorganic ion transport and metabolism; C, Energy production and conversion; U, Intracellular trafficking, secretion and vesicular transport; S, Function unknown; R, General function prediction only; Q, Secondary metabolite biosynthesis, transport and catabolism; E, Amino acid transport and metabolism; H, Coenzyme transport and metabolism; L, Replication, recombination and repair; T, Signal transduction mechanisms; J, Translation, ribosomal structure and biogenesis; G, Carbohydrate transport and metabolism; O, Posttranslational modification, protein turnover and chaperones; N, Cell motility; K, Transcription; F, Nucleotide transport and metabolism; V, Defense mechanisms; M, cell wall/membrane/envelope biogenesis and I, Lipid transport and metabolism. (B, C) Expression profile of (de)hydrogenases in transcriptome analysis (**B**) and western blotting analysis (**C**). The fold change represents the ratio of the expression level of each gene identified from the triplicate analysis between the wild-type and the MC11 strain. (**D**) Cell growth and H_2_ production of the wild-type (closed circles) and the MC11 strain (open circles) strains with 100% CO. The data for the wild-type strain was adapted from our previous report (35). Error bars indicate the standard deviations of three independent cultivations of the MC11 strain in this study.

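Genes at 2-fold or more above the wild-type in MC11, such as TON_1582 and TON_1025, were 23 of 123 in group P against 3.57% of all other genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 2.4e-08), and 17 of 150 in group C against 3.97% (adjusted p = 0.0029). Of the 23 genes, 7 are TON_1582 to TON_1588 of the mbh cluster, 5 lie in the codh-mch cluster, such as TON_1025 and TON_1026 (cation:proton antiporter), and 1 is the formate transporter TON_0538. The other 10 include the ABC transporter genes TON_1872 to TON_1874 and TON_0256, of which TON_1873 and TON_0256 are annotated for iron, and the transporter genes TON_0240 and TON_0241. TON_0240 was 3.73, 1.73 and 2.04 times the wild-type level in the 3 pairs, while TON_1873 was 4.22, 0.94 and 2.04 times, so the average of the latter rests on the 2019 pair. Of the 17 genes of group C, 6 lie in the codh-mch cluster, 6 in the mbh cluster and 4 in the formate dehydrogenase genes TON_0539 to TON_0543; the last is TON_0257. Among 9 iron transport genes, fixed by product name, 0 rose and 0 fell in limma over all genes (Benjamini-Hochberg), with 2 higher and 1 lower at an unadjusted p under 0.05, and with same-numbered libraries as a block TON_0297, an iron transporter permease, fell (-1.66 ± 0.28, adjusted p = 0.0096). Adjusted over these 9 genes alone, 0 rose and 1 fell with a year term, and 5 rose and 1 fell with the block, with a median log2 fold change of 0.65. Genes of one cluster change together and are counted one by one in Fisher's exact test, so its p-values are smaller than the number of separate clusters would give.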

Groups P (inorganic ion transport and metabolism) and C (energy production and conversion) had high proportions for up-regulated DEGs (18.7 and 11.3%). On the other hand, groups C (energy production and conversion), I (lipid transport and metabolism) and V (defense mechanisms) showed high proportions for down-regulated DEGs (16.7, 11.8 and 10%). It is noteworthy that group C showed an amphoteric pattern with a high proportion of both up- and down-regulated DEGs. 

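In group C the genes at 2-fold or more below the wild-type are mainly 2 machines: 11 of the 25 genes belong to mfh2 and 7 to the A-type ATP synthase (TON_1748 to TON_1754), which couples the ion gradient to ATP synthesis. The share is 25 of 150 genes against 2.72% of all other genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 6.7e-10). Group I had 4 of 35 genes (adjusted p = 0.183): TON_1301 (hydroxymethylglutaryl-CoA synthase) and TON_1302 (thiolase domain protein) of the mevalonate route, TON_1249 and TON_1399. Group V had 2 of 59 genes (adjusted p = 1.00), TON_0896 (Csm4) and TON_1908 (S8 family peptidase), and 6 of 59 (adjusted p = 0.126) at a threshold just below the lowest averages of Tables S9 and S10, which was applied to the groups after the data were seen. Group P had 11 of 123 genes, 7 of them in mfh2, against 3.46% of all other genes (adjusted p = 0.042, and 0.103 at that lower threshold). Counting genes that fell in limma instead, it had 7 of 123 with a year term (Fisher's exact test, adjusted p = 0.0011). With same-numbered libraries as a block it had 11 of 123 (adjusted p = 0.00195). Group J (translation) had 0 of 220 genes, a smaller share than in all other genes, 4.31% (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0025).
The 7 ATP synthase subunit genes TON_1748 to TON_1754 were all lower in MC11 in every pair, by 1.46- to 4.89-fold. TON_1750 (subunit C) had a log2 fold change of -1.50 ± 0.38 (limma with a year term, Benjamini-Hochberg adjusted p = 0.198), and in the list TON_1748 to TON_1756, which was seen in the study's tables and is not independent, 0 of 9 genes passed over all genes and 8 fell when adjusted over the list alone (0 higher and 8 lower at an unadjusted p under 0.05). With same-numbered libraries as a block 5 of the 9 fell, TON_1750 with -1.50 ± 0.25 (adjusted p = 0.0091). The list as a set fell with the preset correlation of 0.01 (limma camera with a year term, Benjamini-Hochberg adjusted p = 3.5e-07). With the estimated correlation of 0.894 it did not pass (adjusted p = 0.577). No list passed with estimated correlations, mfh2 included (camera adjusted p = 0.475), so a list that fails there is not shown to be unchanged. TON_0896 and TON_1908 did not pass in either fit, and TON_1908 was 20.2-fold lower in the 2019 pair and 2.08 times the wild-type level in 2022_2.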

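The 2 directions in group C separate by gene cluster. The codh-mch, mbh and formate dehydrogenase genes (TON_0539 to TON_0543) hold 16 of the 17 genes at 2-fold or more above the wild-type, and mfh2 and the ATP synthase hold 18 of the 25 below it; none of these clusters contributes to both sides. The remaining genes below the wild-type include TON_1561 and TON_1562, which precede mfh2, TON_0486 (NADH-quinone oxidoreductase subunit NuoI), TON_0301 (molybdopterin-dependent oxidoreductase), TON_0904 (pyruvate carboxylase subunit B) and TON_0544. In the 13 genes of the mbx-like cluster, TON_0486 to TON_0498, 12 estimates were lower in MC11 with a median log2 fold change of -0.42, and the set fell (limma camera, Benjamini-Hochberg adjusted p = 9.3e-04; adjusted p = 0.577 with an estimated correlation). No gene of it passed over all genes in limma with a year term (Benjamini-Hochberg); TON_0486 (2.04-fold lower on average) fell when adjusted over the list alone, and over all genes with same-numbered libraries as a block (adjusted p = 0.027) and without replicate 2022_1. The mfh1 cluster, TON_0266 to TON_0282, did not pass as a set (median log2 fold change -0.17, limma camera, Benjamini-Hochberg adjusted p = 0.291), with 0 of its 17 genes passing and 0 higher and 1 lower at an unadjusted limma p under 0.05. The lower one is TON_0282 (-0.96 ± 0.37), a TetR/AcrR family transcriptional regulator at the end of the range. Ferredoxin oxidoreductases (20 genes by product name, camera adjusted p = 0.419 by limma and Benjamini-Hochberg; 0.483 without TON_0311, a phosphoenolpyruvate synthase) and glycolysis and gluconeogenesis (12 genes, 0.219) did not pass as sets either. Their smallest p-values belong to TON_1354 (an aldehyde ferredoxin oxidoreductase, -1.09 ± 0.35) and TON_0246 (ADP-specific glucokinase, -0.62 ± 0.22). With the block, 5 of the 20 rose and 2 fell when adjusted over the list alone.

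**Figure D1:**
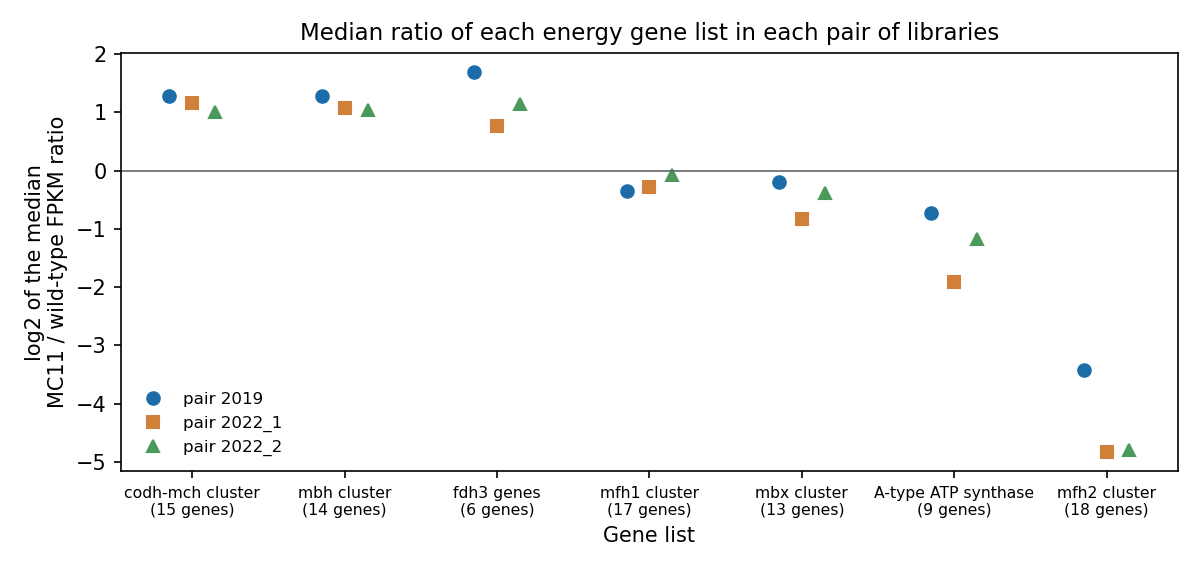
Median ratio of MC11 to wild-type FPKM over the genes of each energy gene list (log2 scale, vertical axis) for the lists on the horizontal axis; each symbol is 1 pair of same-numbered libraries. The codh-mch, mbh and fdh3 (TON_0538 to TON_0543) medians lie above 0 in all 3 pairs, and those of mfh1, mbx, the ATP synthase and mfh2 lie below 0 in all 3. As ratios, the medians of mfh1 are 0.78, 0.82 and 0.95 and those of mbx 0.87, 0.56 and 0.77 in the pairs 2019, 2022_1 and 2022_2.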

Since hydrogenases are known to play an important role in energy metabolism by generating electrochemical ion gradient along with H_2_ production or in H_2_ metabolism by disposing of reducing equivalents in hyperthermophilic archaea such as *Pyrococcus* and *Thermococcus* (34,53,54), the expression change of the genes encoding them was further analyzed. Transcriptome analyses showed that many hydrogenase genes and related dehydrogenase genes were up-regulated in the MC11 strain: *frhA* encoding Frh hydrogenase α subunit (1.4-fold), *mbh* encoding membrane-bound hydrogenase (2.2-fold), *mch* encoding membrane-bound carbon monoxide-dependent hydrogenase (2.3-fold), *sulf1* encoding soluble hydrogenase Sulf1 (1.2-fold) and *codh* encoding carbon monoxide dehydrogenase (2.4-fold) (Figure 9B). 

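TON_1018 (codh) had 2.55, 2.25 and 2.37 times the wild-type FPKM in the pairs 2019, 2022_1 and 2022_2, and TON_1023 (mch, large subunit) had 2.30, 2.08 and 2.38 times. TON_1593 (mbh, large subunit) had 2.34, 2.39 and 1.91 times. All 15 genes of the codh-mch cluster, TON_1017 to TON_1031, and all 14 of the mbh cluster, TON_1582 to TON_1595, were higher in MC11 in every pair. So were the 6 genes TON_0538 to TON_0543 next to sulf1, a formate dehydrogenase cluster with the transporter gene TON_0538. TON_1559 (frhA) was 1.12, 1.91 and 1.08 times the wild-type level and TON_0537 (sulf1) 2.55, 0.39 and 0.59 times, so sulf1 was above the wild-type in 2019 only. The mean ratios with their SD over the 3 pairs are 2.39 ± 0.15 for codh, 2.25 ± 0.15 for mch, 2.22 ± 0.27 for mbh, 1.37 ± 0.47 for frhA and 1.18 ± 1.20 for sulf1.
The level of the codh-mch genes differs far more between cultures than between strains: wild-type TON_1023 went from 182.7 FPKM in 2022_1 to 1296 in 2022_2. For this reason none of the 15 genes passed in limma with a year term (TON_1018 log2 fold change 1.25 ± 0.68, Benjamini-Hochberg adjusted p = 0.576; TON_1023 1.17 ± 0.89, 0.652), with 0 higher and 0 lower at an unadjusted p under 0.05, and 13 rose with same-numbered libraries as a block (TON_1018 ± 0.21, adjusted p = 0.0093; TON_1023 ± 0.19, 0.0093). In the mbh cluster 0 of 14 genes passed in limma over all genes (TON_1593 1.14 ± 0.30, Benjamini-Hochberg adjusted p = 0.225), all 14 rose when adjusted over the list alone (14 higher and 0 lower at an unadjusted p under 0.05), and 12 rose with the block (TON_1593 ± 0.21, adjusted p = 0.014). With the block the largest rises of the 2 clusters are those of TON_1590 (1.45 ± 0.19), TON_1029 (1.42 ± 0.22), TON_1030, TON_1024, TON_1586 and TON_1591, and TON_1017 (1.12 ± 0.22, adjusted p = 0.019; 0.518 with a year term) and TON_1585 (1.20 ± 0.21, 0.013; 0.127) rose as well (limma, Benjamini-Hochberg). Both lists were seen in the study's tables and are not independent. As sets, codh-mch and mbh rose with a preset correlation of 0.01 between genes (limma camera with a year term, Benjamini-Hochberg adjusted p = 0.0031 and 7.6e-13). The estimated correlations are 0.988 and 0.648, and with them neither set passed (adjusted p = 0.661 and 0.577). No list passed in that way, so this does not tell these sets from unchanged or changed ones. TON_1559 passed in neither fit (0.40 ± 0.36, adjusted p = 0.695; with the block 0.423), nor did TON_0537 (-0.27 ± 0.47, 0.846; with the block 0.763; limma, Benjamini-Hochberg). The paper concludes from these folds that many hydrogenase and dehydrogenase genes were up-regulated in MC11, and it proposes, from the sequence of the codh promoter region together with the reduced affinity of the T55I mutant, that EnfR acts as a repressor of the codh gene cluster. It also reports DNase I protection of that promoter by EnfR and repression by EnfR in luciferase reporters. From earlier work it cites higher codh cluster expression both with the T55I mutation and with EnfR deleted. Its Western blots are described as matching the RNA changes.

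**Figure D2:**
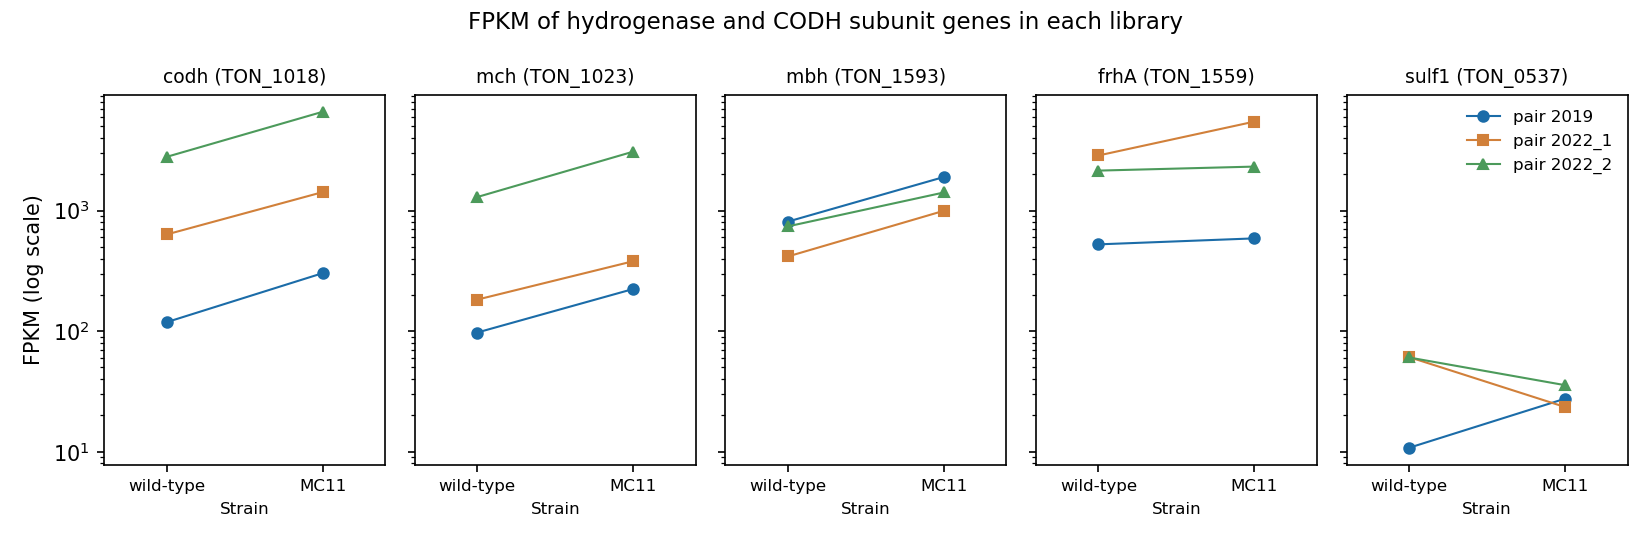
FPKM (vertical axis, log scale) of TON_1018, TON_1023, TON_1593, TON_1559 and TON_0537 in the wild-type and MC11 (horizontal axis); each line joins the 2 libraries of the same number. The lines of codh, mch and mbh run upward and nearly parallel, while that of sulf1 runs upward for 2019 only.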

On the contrary, the expression level of *sulf2* gene encoding soluble hydrogenase Sulf2 was 0.7-fold down-regulated (data not shown), and *mfh2* encoding membrane-bound formate-dependent hydrogenase was significantly down-regulated by 21.5-fold in the MC11 strain (Figure 9B). 

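The whole mfh2 cluster fell in MC11: all 18 genes from TON_1563 to TON_1580 were lower, by 7.35- to 68.9-fold in single pairs. TON_1569, the large subunit, went from a mean of 3658 FPKM to 158.3 and was 21.5 ± 9.6-fold lower (n = 3 pairs). Its log2 fold change was -4.29 ± 0.34 (limma with a year term, Benjamini-Hochberg adjusted p = 5.8e-04). The largest falls are those of the antiporter genes TON_1574 (-4.93 ± 0.43), TON_1578 (-4.81 ± 0.44) and TON_1579 (-4.81 ± 0.47), followed by TON_1572, TON_1580, TON_1577, the formate transporter gene TON_1573, TON_1575 and the electron-transfer genes TON_1564 and TON_1570. The fall was about 10.7-fold in the median gene in 2019 and 28.5- and 27.7-fold in the pairs of 2022; 0 of the 18 genes differed between the years in a limma interaction test (Benjamini-Hochberg), and 11 did at an unadjusted p under 0.05. At the edges of the run, TON_1560 stays at 0.89 times the wild-type level on average, TON_1561 and TON_1562 are 2.21- and 2.34-fold lower, the fall ends with TON_1581 (18.4-fold), and TON_1582 is already higher in MC11.
The sulf2 genes TON_0052 to TON_0055 were lower in every pair, with mean ratios between 0.62 and 0.73. None passed in either limma fit (TON_0052 -0.70 ± 0.24, Benjamini-Hochberg adjusted p = 0.391; with same-numbered libraries as a block 0.163). The mfh2 list as a set fell with the preset correlation of 0.01 (limma camera with a year term, Benjamini-Hochberg adjusted p = 2.0e-51) and with fry (adjusted p = 0.028). It did not pass with the estimated correlation of 0.824 (camera adjusted p = 0.475), where no list passed, or with fry and the block (0.0746). The list was seen in the study's tables and is not independent.

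**Figure D3:**
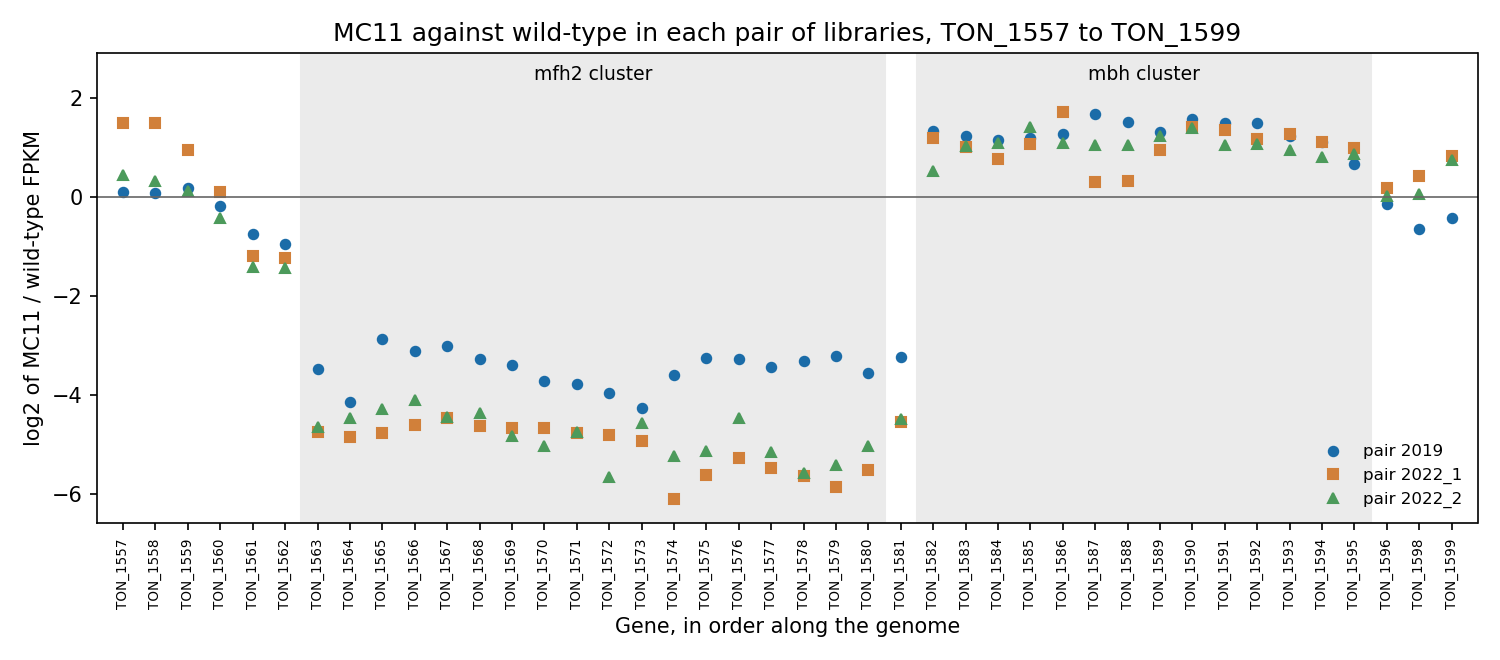
Ratio of MC11 to wild-type FPKM (log2 scale, vertical axis) for each gene from TON_1557 to TON_1599 in genome order (horizontal axis); each symbol is 1 pair of same-numbered libraries, and grey marks the mfh2 and mbh clusters. All 18 mfh2 genes and TON_1581 lie far below 0 and all 14 mbh genes above 0 in the 3 pairs.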

Expression changes at the transcription level were consistent with the data at the protein level obtained by Western blotting (Figure 9C).

Previously, resting cell assay revealed enhanced CO oxidation activity of the MC11 strain (24). Considering the up-regulation of *codh* and *mch* gene expression, it was assumed that carboxydotrophic growth of the MC11 strain would be improved. According to bioreactor experiments, significant enhancement of cell growth and H_2_ production of the MC11 strain was observed (Figure 9D). The maximum cell density and H_2_ production rate were increased 2.5- and 2.8-fold, respectively, compared to those of the wild-type strain.

In this study, whole transcriptome analysis revealed the potential of EnfR to control expression of a broad array of genes at the transcription level. Sulfur-responsive regulator, SurR and *Thermococcales* glycolytic regulator, Tgr/TrmBL1 (55,56), are well-known global regulators in *Thermococcales* species to regulate diverse gene expression associated with energy conservation and central metabolic pathway for glycolysis and gluconeogenesis, respectively (56,57). It is not yet clear whether EnfR can have pleiotropic effects on various cellular processes. However, the distribution of large numbers of DEGs for a wide range of arCOGs implicates that EnfR might have a role in regulating the expression of diverse genes and has the potential to influence various metabolic processes. 

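Ribosomal proteins (62 genes; limma camera with a year term, Benjamini-Hochberg adjusted p = 0.126), aminoacyl-tRNA synthetases (19 genes, 0.575) and RNA polymerase subunits (12 genes, 0.956) did not pass as sets, and neither did the archaellum (12 genes, 0.422), peptidases (48 genes, 0.438), CRISPR genes (10 genes, 0.221), amino acid synthesis (12 genes by product name, 0.229; 0.310 without TON_0352, TON_1634 and TON_1893, which serve nucleotide synthesis and tRNA modification), mevalonate and lipid synthesis (10 genes, 0.384), hydrogenase maturation (5 genes, 0.357) or chaperones and proteasome (12 genes, 0.958). At the preset correlation the ribosomal proteins passed in some settings that leave out libraries, such as the 2022 libraries alone, and the archaellum passed without the MC11 library 2022_1. With an estimated correlation and all libraries, the adjusted p-values of these 2 sets are 0.815 and 0.850 (limma camera, Benjamini-Hochberg), and no list passed there. These 10 lists (197 genes in all) were put together here after the values were seen. The choice fixed that 0 of their genes rose or fell in limma with a year term over all genes. Other lists without such a gene were left out, such as mbh (14 genes higher at an unadjusted limma p under 0.05) and the ATP synthase (8 lower). In the 10 lists, 8 genes were higher and 2 lower at an unadjusted p under 0.05. Their smallest p-values belong to TON_0517 (30S ribosomal protein S15), TON_1397 (lysine-tRNA ligase), TON_0110 (RNA polymerase subunit K), TON_1186 (flagellin), TON_0533 (hydrogenase maturation protease), TON_0746 (Cas4), TON_1004 (cysteine synthase family), TON_1302 (thiolase domain protein) and TON_0707 (thermosome). With same-numbered libraries as a block, TON_1004 rose (1.25 ± 0.23, limma, Benjamini-Hochberg adjusted p = 0.014) and TON_0707 fell (-1.26 ± 0.30, adjusted p = 0.041). Over all genes with a TON number, 13 of the rises and 17 of the falls with the block lie outside groups C and P, such as TON_1718, TON_1042 (helicase) and TON_1770 (NAD synthase). TON_1794, the only gene named for sugar transport, and TON_1244, the mobile-element gene with the smallest p of 3, did not pass (-0.96 ± 0.32 and -0.11 ± 0.30).
Among 22 genes named for molybdenum, tungsten or their cofactor, enzymes that carry it included, TON_1581 (MobA) fell (-4.04 ± 0.33, limma, Benjamini-Hochberg adjusted p = 5.8e-04), and 5 fell when adjusted over the list alone; with the block 5 fell over all genes, among them TON_0301 (-1.31 ± 0.24), TON_0691 (MoeA family, -1.14 ± 0.19), TON_1091 (-1.11 ± 0.20) and TON_1410 (MoaA, -0.99 ± 0.19). As a set these genes, with a median log2 fold change of 0.0008, did not pass with a year term (limma camera, Benjamini-Hochberg adjusted p = 0.168, and 0.577 with an estimated correlation). At the preset correlation they passed without a year term and without replicate 2022_1. The paper takes the spread of changed genes over many arCOGs as a sign that EnfR might regulate diverse genes. RNA levels of one mutant strain do not separate direct targets of EnfR from genes that respond to the altered energy metabolism.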

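TON_1582, the first gene of the mbh cluster, was 2.50, 2.27 and 1.43 times the wild-type level in the pairs 2019, 2022_1 and 2022_2 (log2 fold change 1.00 ± 0.26, limma with a year term, Benjamini-Hochberg adjusted p = 0.207; with same-numbered libraries as a block ± 0.22, 0.030). The genes around TON_0537 split in 2: TON_0534, TON_0535 and TON_0536 follow it, with TON_0534 at 2.20, 0.36 and 0.75 times the wild-type level, whereas TON_0538 to TON_0543 were higher in MC11 in every pair, by 1.63- to 3.79-fold. TON_0534 to TON_0537 lie on the minus strand and TON_0538 to TON_0543 on the plus strand, so both groups start from the stretch between TON_0537 and TON_0538 and run away from each other. TON_0539 (formate dehydrogenase alpha subunit) rose with the block (1.31 ± 0.28, limma, Benjamini-Hochberg adjusted p = 0.027) and had 1.31 ± 0.29 with a year term (0.162). In the 10 genes TON_0534 to TON_0543, 0 rose over all genes in limma with a year term and 6 rose when adjusted over the list alone (6 higher and 0 lower at an unadjusted p under 0.05); the set rose (limma camera, Benjamini-Hochberg adjusted p = 0.0031; adjusted p = 0.577 with an estimated correlation), a list seen in the study's tables and not independent. At a mean of 44.1 FPKM in the wild-type and 28.9 in MC11, TON_0537 is a weakly expressed gene beside TON_0539 (1445 and 3496).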

To investigate whether EnfR binds to promoter regions of DEGs, we selected two up-regulated genes TON_1582 and TON_0537 that encode a Na^+^/H^+^ antiporter and sulfhydrogenase β subunit SulfI, respectively. In addition, one down-regulated gene TON_1563 encoding formate dehydrogenase was selected. 

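TON_1563 is the first gene of mfh2 and 1 of its 3 strongest transcripts in the wild-type, at a mean of 18158 FPKM beside TON_1564 (17042) and TON_1573 (16329); in MC11 they stand at 970.8, 796.8 and 654.9. TON_1563 fell in every pair, by 11.2-, 27.1- and 25.2-fold in 2019, 2022_1 and 2022_2, with a log2 fold change of -4.30 ± 0.34 (limma with a year term, Benjamini-Hochberg adjusted p = 5.8e-04). The genes before it change far less: TON_1562 (formate dehydrogenase accessory protein FdhD) had -1.21 ± 0.23 (adjusted p = 0.097; with same-numbered libraries as a block 0.011) and TON_1561 -1.12 ± 0.26 (0.168; with the block 0.020). A fall in a strain with a weaker DNA-binding EnfR is the direction opposite to that of codh-mch, and the RNA data do not show how EnfR acts at this promoter.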

According to EMSA experiments (Supplementary Figure S7), retarded bands for the promoter DNA sequences of the three genes were observed in the presence of EnfR, and they disappeared when cold DNA was added, which showed the specific association of EnfR with the three promoter regions. To verify the possibility of EnfR to act as a global regulator, further studies including chromatin immunoprecipitation sequencing and investigation of phenotypic changes of the EnfR mutants under various culture conditions are needed.

## Supplementary Material

gkad699_Supplemental_Files

## Data Availability

The atomic coordinates and structure factors of the final models have been deposited in the Protein Data Bank with ID codes 8HNO (the wild-type), 8HNP (the T55I mutant). RNA sequence data were submitted to the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) with accession code GSE200806.

# Supplementary material for: An archaeal transcription factor EnfR with a novel ‘eighth note’ fold controls hydrogen production of a hyperthermophilic archaeon Thermococcus onnurineus NA1
**Source:** Nucleic Acids Res. 2023 Aug 31;51(18):10026–40. doi: 10.1093/nar/gkad699
**Supplement:** gkad699_Supplemental_Files

**Supplementary data**

**An archaeal transcription factor EnfR with a novel ‘eighth note’ fold controls hydrogen production of a hyperthermophilic archaeon *Thermococcus onnurineus* NA1**

Da-Woon Bae^1,#^, Seong Hyuk Lee^2,#^, Ji Hye Park^4^, Se-Young Son^1^, Yuxi Lin^6^, Jung Hyen Lee^4^, Bo-Ram Jang^5^, Kyu-Ho Lee^5^, Young-Ho Lee^6-10^, Hyun Sook Lee^2,3^, Sung Gyun Kang^2,3^, Byoung Sik Kim^4^, Sun-Shin Cha^1,*^

# These authors equally contributed to this work

Keywords: *Thermococcus onnurineus* NA1, Archaeal transcription factor, Crystal structure, Hydrogen production, Tfx DNA-binding protein family

**Supplementary Figure S1.** **Topology diagram for the note-head domain (NHD).** NHD is highlighted with yellow-dashed circle in the left panel. In the right panel, α-helices and β-strands are presented by purple cylinders and lightgrey arrow, respectively. The alphabet subscripts indicate the order of secondary structural elements represented by Greek letters.

**Supplementary Figure S2.** **SV-AUC of an EnfR mutant harboring three point mutations (A52W, I58G, and I62G).** *Left* panel: raw sediment velocity profiles recorded using absorbance at 280 nm. *Right* panel: the distribution of sedimentation coefficient *c*(s) from the model. Black arrow indicates the monomeric EnfR.

**Supplementary Figure S3.** **Structural comparison between EnfR and the bacterial RNA polymerase sigma subunit σ_4_^L^.** EnfR and σ_4_^L^ (PDB entry 3HUG chain A) are superposed and colored in lime-green and magenta, respectively. N-and C-termini of EnfR and σ_4_^L^ are presented by blue and red spheres, respectively.

**Supplementary Figure S4.** **Structural similarity between the N-terminal domain of EnfR and** **the bacterial RNA polymerase sigma subunit.** A monomeric EnfR is superposed onto the r4-HTH motif of *Thermus aquaticus* σ^A^ fragment (σ_4_) (PDB entry: 1KU7). The N-terminal HTH motif and the Tfx C-terminal motif of EnfR analyzed by *Pfam* are colored in green and yellow, respectively.

**Supplementary Figure S5.** **Dimeric state of EnfR mutants.** SV-AUC of EnfR mutants. Left panel: raw sediment velocity profiles recorded using absorbance at 280 nm. Right panel: the distribution of sedimentation coefficient *c*(s) from the model. The analytical ultracentrifugation profiles of all EnfR mutants showed they exist as a dimer in solution.

**Supplementary Figure S6.** **The effect of base substitutions on the DNA-binding of EnfR.** (A) EnfR-binding 36-bp target DNA sequence. Capital letters in bold represent pseudo-palindromic inverted repeat DNA sequences, and letters in blue correspond to the minimal EnfR-binding region. (B) EMSA for mutated EnfR-binding sites. EnfR (0 ~ 200 nM) was incubated with Cy5-labeled mutated sequences (5 nM).

**Supplementary Figure S7.** **The binding of EnfR to promoters of DEGs.** 10 nM EnfR was incubated with the Cy5-labeled promoter fragments (10 nM). P_1582_ and P_0537_ indicate promoter regions of TON_1582 encoding Na+/H+ antiporters and TON_0537 encoding sulfhydrogenase beta subunit SulfI, respectively. P_1563_ represents the promoter region of TON_1565, which encodes formate dehydrogenase. Cold means a specific competitor probe, unlabeled 36-bp target DNA of EnfR.

**Supplementary Table S1. X-ray diffraction data and refinement statistics**

**Supplementary Table S2. Primer sequences to amplify the promoter region of the *codh* gene cluster**

Supplementary Table S3. Original and substituted sequences of the EnfR-binding site

**Supplementary Table S4. Primer sequences to amplify the promoter regions of three DEGs**

**Supplementary Table S5.** **Strains and plasmids used in this study**

**Supplementary Table S6.** **Sequences of the DNA fragments containing the engineered constitutive promoter with EnfR-binding site**

**Supplementary Table S7.** **Structural homologs of monomeric EnfR**

**Supplementary Table S8.** **Structural homologs of the note-head domain of EnfR**

**Supplementary Table S9.** **List of 101 genes transcriptionally up-regulated (≥2-fold) in the MC11 strain as compared to the wild-type strain.**

**Supplementary Table S10. List of 77 genes transcriptionally down-regulated (≥2-fold) in the MC11 strain as compared to the wild-type strain.**

# Supplementary material for: An archaeal transcription factor EnfR with a novel ‘eighth note’ fold controls hydrogen production of a hyperthermophilic archaeon Thermococcus onnurineus NA1
**Source:** Nucleic Acids Res. 2023 Aug 31;51(18):10026–40. doi: 10.1093/nar/gkad699
**Supplement:** gkad699_Supplemental_Files

Supplementary data

An archaeal transcription factor EnfR with a novel ‘eighth note’ fold controls hydrogen production of a hyperthermophilic archaeon *Thermococcus onnurineus* NA1

Da-Woon Bae^{1,#}, Seong Hyuk Lee^{2,#}, Ji Hye Park⁴, Se-Young Son¹, Yuxi Lin⁶, Jung Hyen Lee⁴, Bo-Ram Jang⁵, Kyu-Ho Lee⁵, Young-Ho Lee⁶⁻¹⁰, Hyun Sook Lee^{2,3}, Sung Gyun Kang^{2,3}, Byoung Sik Kim⁴, Sun-Shin Cha^{1,*}

These authors equally contributed to this work

Keywords: *Thermococcus onnurineus* NA1, Archaeal transcription factor, Crystal structure, Hydrogen production, Tfx DNA-binding protein family

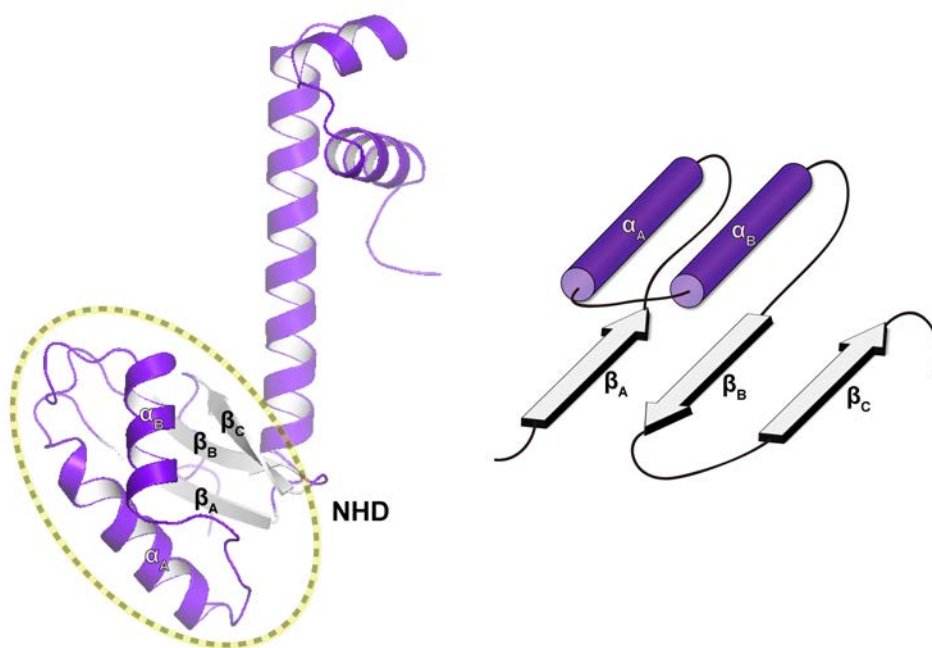

Figure S1. Topology diagram for the note-head domain (NHD). NHD is highlighted with yellow-dashed circle in the left panel. In the right panel, α -helices and β -strands are presented by purple cylinders and lightgrey arrow, respectively. The alphabet subscripts indicate the order of secondary structural elements represented by Greek letters.

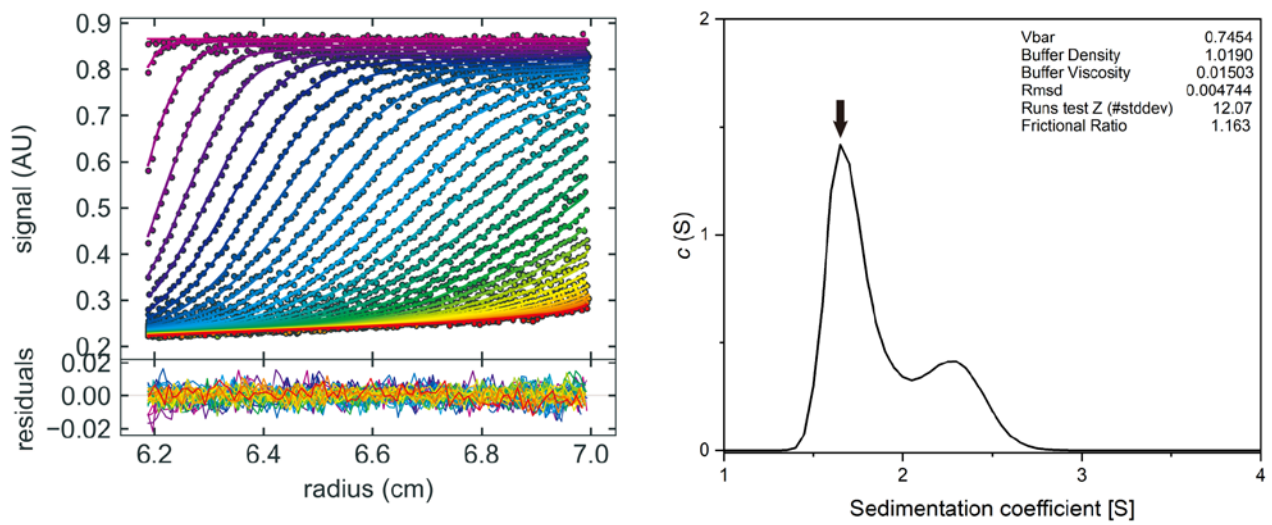

Figure S2. SV-AUC of an EnfR mutant harboring three point mutations (A52W, I58G, and I62G). *Left panel:* raw sediment velocity profiles recorded using absorbance at 280 nm. *Right panel:* the distribution of sedimentation coefficient $c(s)$ from the model. Black arrow indicates the monomeric EnfR.

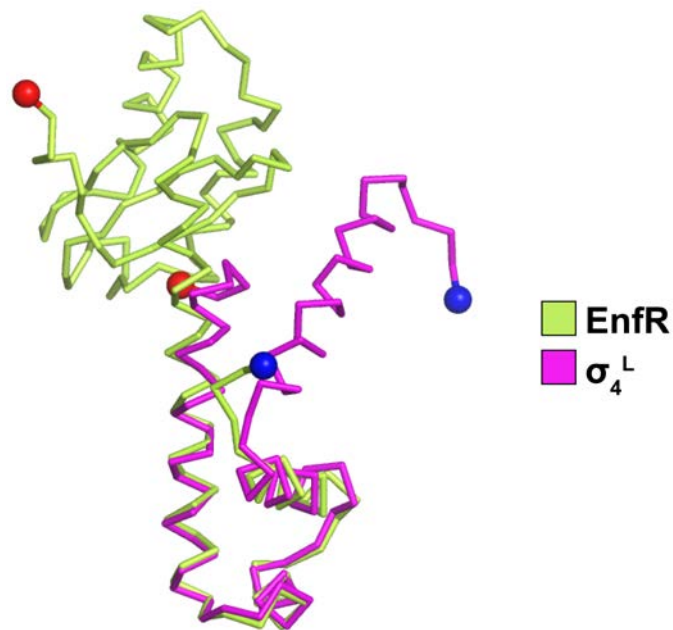

Figure S3. Structural comparison between EnfR and the bacterial RNA polymerase sigma subunit σ_4^L . EnfR and σ_4^L (PDB entry 3HUG chain A) are superposed and colored in lime-green and magenta, respectively. N- and C-termini of EnfR and σ_4^L are presented by blue and red spheres, respectively.

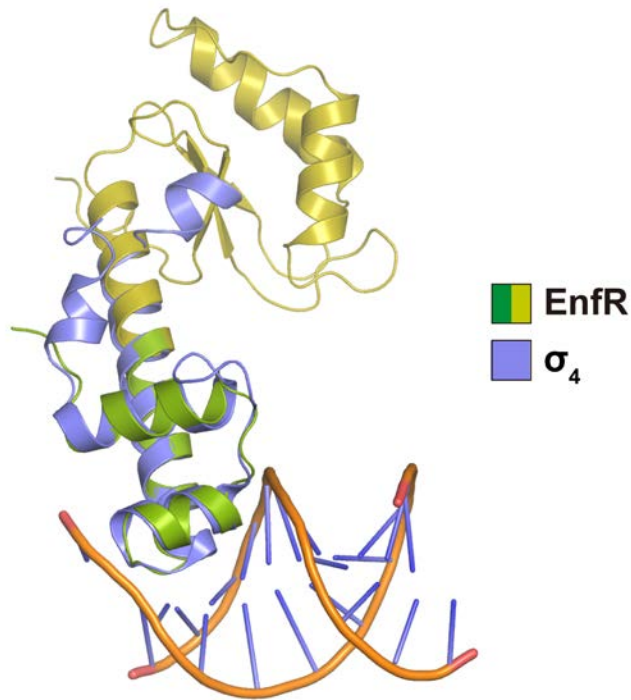

Figure S4. Structural similarity between the N-terminal domain of EnfR and the bacterial RNA polymerase sigma subunit. A monomeric EnfR is superposed onto the r4-HTH motif of *Thermus aquaticus* σ^A fragment (σ_4) (PDB entry: 1KU7). The N-terminal HTH motif and the Tfx C-terminal motif of EnfR analyzed by *Pfam* are colored in green and yellow, respectively.

T55I

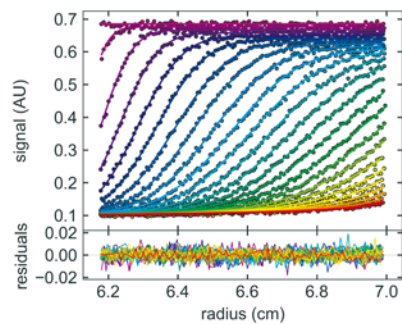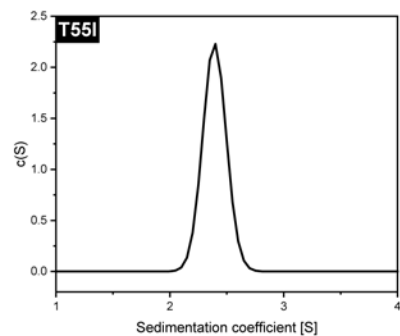

ΔN^{1-6}

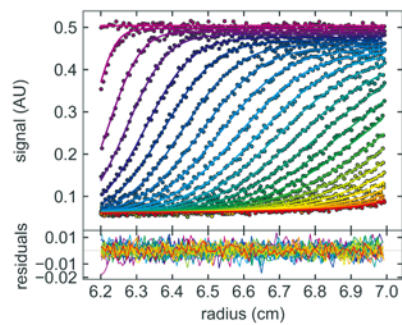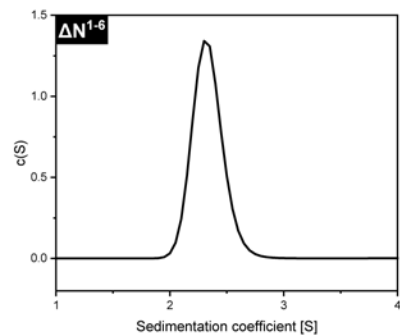

R35A

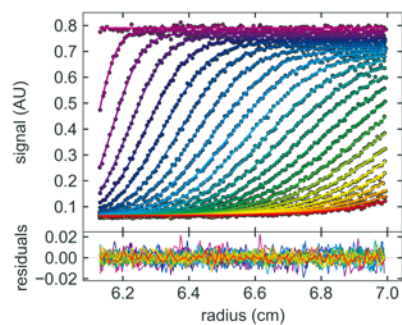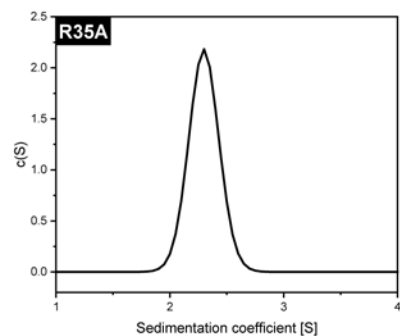

R43A

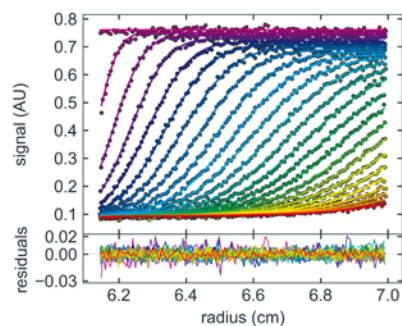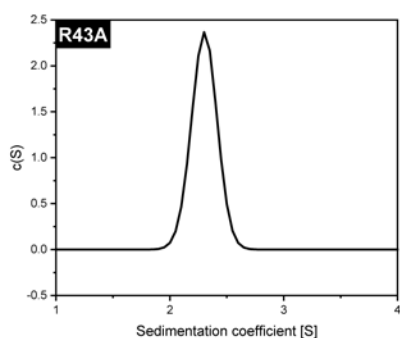

R44A

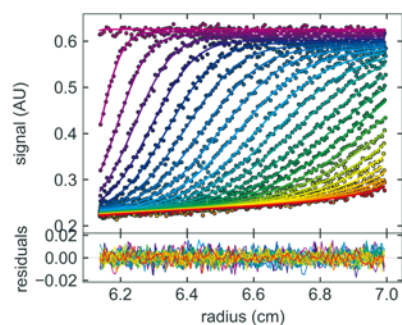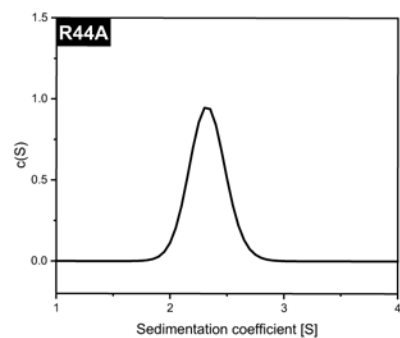

Figure S5. Dimeric state of EnfR mutants. SV-AUC of EnfR mutants. Left panel: raw sediment velocity profiles recorded using absorbance at 280 nm. Right panel: the distribution of sedimentation coefficient $c(s)$ from the model. The analytical ultracentrifugation profiles of all EnfR mutants showed they exist as a dimer in solution.

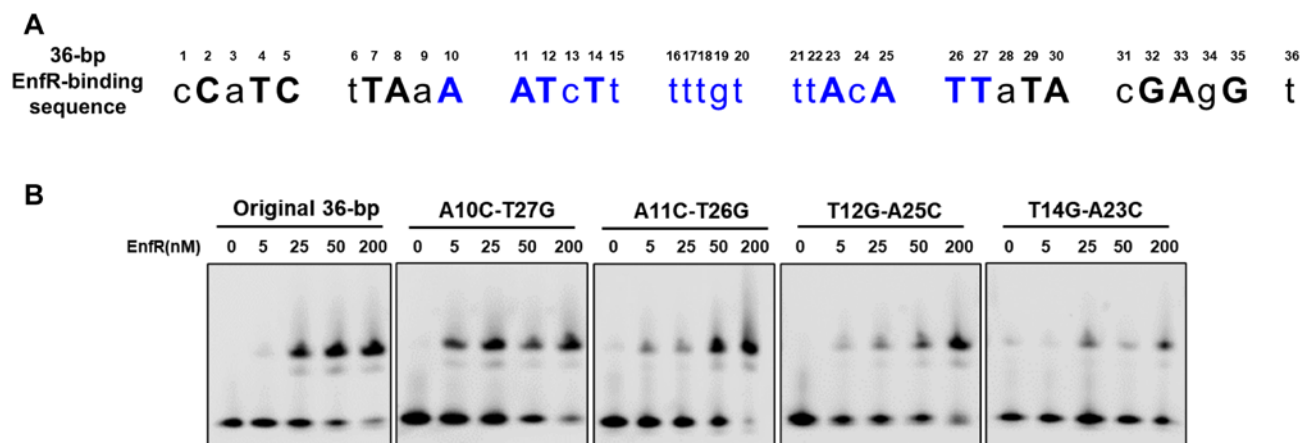

Figure S6. The effect of base substitutions on the DNA-binding of EnfR. (A) EnfR-binding 36-bp target DNA sequence. Capital letters in bold represent pseudo-palindromic inverted repeat DNA sequences, and letters in blue correspond to the minimal EnfR-binding region. (B) EMSA for mutated EnfR-binding sites. EnfR (0 ~ 200 nM) was incubated with Cy5-labeled mutated sequences (5 nM).

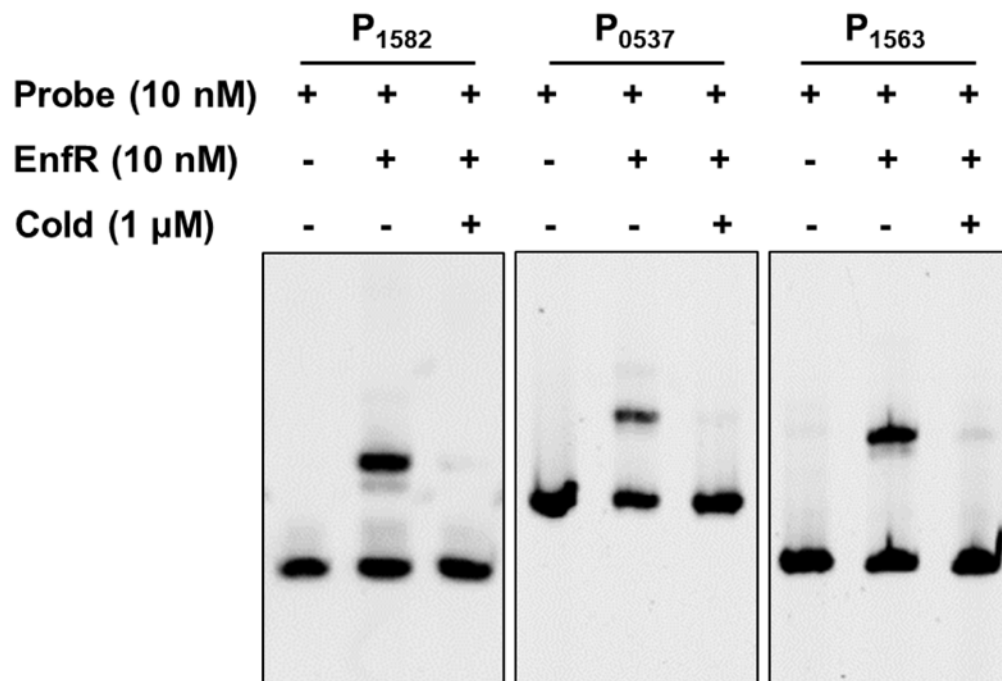

Figure S7. The binding of EnfR to promoters of DEGs. 10 nM EnfR was incubated with the Cy5-labeled promoter fragments (10 nM). P₁₅₈₂ and P₀₅₃₇ indicate promoter regions of TON₁₅₈₂ encoding Na⁺/H⁺ antiporters and TON₀₅₃₇ encoding sulfhydrogenase beta subunit Sulfl, respectively. P₁₅₆₃ represents the promoter region of TON₁₅₆₅, which encodes formate dehydrogenase. Cold means a specific competitor probe, unlabeled 36-bp target DNA of EnfR.

Table S1. X-ray diffraction data and refinement statistics

Data collection			
Data collection	Wild-type<br>(PDB ID: 8HNO)	T55I<br>(PDB ID: 8HNP)	T55I-L83SeM-C135S
Diffraction source	PF-BL17	PF-BL17	PAL-5C
Wavelength (Å)	0.98	0.98	0.98
Rotation range per image (°)	1	0.2	1
Total rotation per image (°)	360	450	360
Exposure time per image (s)	1	1	1
Space group	<i>P</i> 4 ₃ 2 ₁ 2	<i>P</i> 4 ₃ 2 ₁ 2	<i>P</i> 4 ₃ 2 ₁ 2
a, b, c (Å)	102.7, 102.7, 90.4	123.2 123.2 82.7	123.7, 123.7, 84.9
Resolution range (Å)	50-2.84	50-3.39	50-3.00
Total no. of reflections	98967	58664	86023
No. of unique reflections	11845	14609	13073
Completeness (%)	98.9 (97.0)	86.9 (85.3)	97.2 (94.8)
Redundancy	8.4 (4.2)	4.02 (3.86)	6.6 (3.9)
I/σ	15.57 (1.88)	16.86 (3.43)	32.76 (5.8)
Rmeas (%)	0.081 (0.469)	0.054 (0.354)	0.076 (0.337)
Refinement statistics			
Resolution range (Å)	45.92–2.84	45.84-3.39	35.52-3.00
No. reflections	11824	8115	13691
No. atoms	2219	2127	2278
B-factor	59.2	113.6	69.76
R (Rfree) (%)	22.15 (24.42)	23.57 (27.53)	25.09 (26.74)
R.M.S. deviations			
Bonds length	0.003	0.002	0.003
Bond Angles	0.627	0.45	0.662
Ramachandran plot (%)			
Most-favored regions	97.05	91.64	88.65
Allowed	2.95	8.36	9.22

Table S2. Primer sequences to amplify the promoter region of the *codh* gene cluster

Primer	Primer Sequence (5'→3')
6-FAM_1017_150_F	GAGAGTTTTACTGTCTCTAAATGAA
1017_150_R	AACCGGAAAAAGCTGGCATTGTTGA

Table S3. Original and substituted sequences of the EnfR-binding site

Mutant	Substituted sequence (5'→3')
Original 36-bp	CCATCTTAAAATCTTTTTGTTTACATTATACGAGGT
A10C-T27G	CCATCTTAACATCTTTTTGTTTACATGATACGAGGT
A11C-T26G	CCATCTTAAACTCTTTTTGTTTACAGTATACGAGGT
T12G-A25C	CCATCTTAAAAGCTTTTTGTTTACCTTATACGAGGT
T14G-A23C	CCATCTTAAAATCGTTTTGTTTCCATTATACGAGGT

Table S4. Primer sequences to amplify the promoter regions of three DEGs

Primer	Primer Sequence (5'→3')
Cy5_1582_F	AACAGGGTGTTACATAC
1582_R	ATAAATGCCATCTTTCTATC
Cy5_0537/8_F	ACGTATCTCATATTACCACCC
0537/8_R	TTC TGT GCC ATA CCC AC
Cy5_1563_F	AGACTTATTCCTATTTTGTCTTA
1563_R	TTCATCATTCTCCACAC

Table S5. Strains and plasmids used in this study

Strains/plasmids	Characteristics	Source / Reference
**Strains**		
<i>Escherichia coli</i> DHa	<i>supE44 ΔlacU169 (Φ80 lacZ ΔM15) hsdR17 recA1 endA1 gyrA96 thi-1 relAI</i>	Laboratory collection
**Plasmids**		
pJK1113	pBAD24 with <i>oriT</i> of RP4; <i>nptII</i> ; Ap ^r , Km ^r	(39)
pJH_EnfRWT	pJK1113 with wild-type TON_1525 gene (<i>enfR</i>)	This study
pJH_EnfRDN6	pJK1113 with N-6 region deleted <i>enfR</i> gene (Δ1~6 residues)	This study
pJH_EnfRR35A	pJK1113 with <i>enfR</i> _{R35A} gene	This study
pJH_EnfRR43A	pJK1113 with <i>enfR</i> _{R43A} gene	This study
pJH_EnfRR44A	pJK1113 with <i>enfR</i> _{R44A} gene	This study
pJH_EnfRT55I	pJK1113 with <i>enfR</i> _{T55I} gene	This study
pBBR_lux	Broad host range vector containing <i>luxCDABE</i> operon; Cm ^r	(41)
pJH_road-blocking	Engineered constitutive promoter #1 in pBBR_lux	This study
pJH_steric_hindrance	Engineered constitutive promoter #2 in pBBR_lux	This study
pJH_steric_hindrance_mt	Engineered constitutive promoter #3 in pBBR_lux	This study

^aAp^r, ampicillin resistant; Km^r, kanamycin resistant, Cm^r, chloramphenicol resistant

Table S6. Sequences of the DNA fragments containing the engineered constitutive promoter with EnfR-binding site

Name	Sequence (5'→3') ^a	Repression mechanism by EnfR binding
Engineered constitutive promoter #1	cGAGCTC **ttgaca** gctagctcagtcctaggg **attgt** gctagcgccgaaca<br>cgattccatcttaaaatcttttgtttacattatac **gagg** tgatctctagagtcgacA<br>CTAGTcc	Interfering RNA polymerase proceeding on the promoter
Engineered constitutive promoter #2	cGAGCTCcgtttttatccg **tttacg** cgaacacgattccatct **taaaatcttttg**<br>**tttacattatacagg** tgatcaaca ACTAGTcc	Interfering RNA polymerase binding to the promoter

^aNucleotide sequences for restriction enzyme sites are shown in capital letters; -35 and -10 boxes are in bold letters; the EnfR binding sites are underlined.

Table S7. Structural homologs of monomeric EnfR

No	Chain	Z-score	rmsd	Lali	Nres	% id	Description
1	3hug-A	8.5	1.8	54	80	13	RNA POLYMERASE SIGMA FACTOR
2	7lq4-A	8.5	1.4	53	192	25	RSIG
3	6zix-B	8.4	2.0	48	205	31	TRANSCRIPTIONAL REGULATORY PROTEIN RCSB
4	3vep-H	8.3	1.9	55	71	25	UNCHARACTERIZED PROTEIN RV3413C/MT3522
5	6c03-A	8.0	1.4	49	138	29	PUTATIVE RNA POLYMERASE ECF-SUBFAMILY SIGMA
6	3mzy-A	7.9	1.7	58	123	17	RNA POLYMERASE SIGMA-H FACTOR
7	3c3w-A	7.9	4.1	55	211	25	TWO-COMPONENT TRANSCRIPTIONAL REGULATORY PROTEIN
8	1s7o-C	7.7	7.5	70	108	19	HYPOTHETICAL UPF0122 PROTEIN
9	3clo-A	7.5	1.4	48	258	31	TRANSCRIPTIONAL REGULATOR
10	6pss-L	7.4	4.1	58	558	22	DNA-DIRECTED RNA POLYMERASE SUBUNIT ALPHA
11	1fse-B	7.3	1.4	48	70	23	GERE
12	1h0m-B	7.3	1.9	48	230	23	TRANSCRIPTIONAL ACTIVATOR PROTEIN TRAR
13	6jcx-F	7.2	3.5	60	186	15	DNA-DIRECTED RNA POLYMERASE SUBUNIT ALPHA
14	3qp6-A	7.2	1.6	47	258	19	CVIR TRANSCRIPTIONAL REGULATOR
15	6ejq-B	7.0	9.1	69	141	20	TERMINASE SMALL SUBUNIT
16	4y13-A	7.0	1.9	48	244	25	TRANSCRIPTIONAL REGULATOR OF FTSQAZ GENE CLUSTER
17	3p7n-A	7.0	1.4	47	191	28	SENSOR HISTIDINE KINASE
18	6jbq-F	6.9	2.3	55	186	22	DNA-DIRECTED RNA POLYMERASE SUBUNIT ALPHA
19	2w48-B	6.9	7.1	64	313	23	SORBITOL OPERON REGULATOR
20	6v7w-E	6.9	1.9	48	234	23	TRANSCRIPTIONAL REGULATOR LASR
21	3kln-A	6.8	1.3	46	217	26	TRANSCRIPTIONAL REGULATOR LUXR FAMILY
22	5y2v-A	6.7	9.1	63	304	14	RUBISCO OPERON TRANSCRIPTIONAL REGULATOR
23	6p18-Q	6.6	4.0	64	156	16	DNA (67-MER) FRAGMENT CARRYING PHAGE-21 PR' PROMO
24	2dbb-B	6.6	9.3	64	148	17	PUTATIVE HTH-TYPE TRANSCRIPTIONAL REGULATOR PH006
25	7kug-D	6.6	4.4	60	96	20	PROBABLE TRANSCRIPTIONAL REGULATOR WHIB7
26	5xt2-B	6.6	1.2	46	204	20	RESPONSE REGULATOR FIXJ
27	2ia0-A	6.4	9.6	77	156	19	PUTATIVE HTH-TYPE TRANSCRIPTIONAL REGULATOR PH086
28	5hm5-A	6.3	10.8	65	758	18	TOPOISOMERASE V
29	2cg4-A	6.2	10.7	72	150	15	REGULATORY PROTEIN ASNC
30	6ide-B	6.2	1.8	48	228	23	TRANSCRIPTIONAL REGULATOR RUXR FAMILY

Table S8. Structural homologs of the note-head domain of EnfR

No	Chain	Z-score	rmsd	Lali	Nres	% id	Description
1	1i2l-A	6.1	3.2	73	270	8	4-amino-4-deoxychorismate lyase
2	2zgi-D	5.4	3.1	69	246	13	Putative 4-amino-4-deoxychorismate lyase
3	3qqm-A	4.4	3.1	67	215	18	MLR3007 protein
4	5k3w-A	4.1	2.9	71	298	18	CPUTA1
5	6kko-A	3.7	3.7	65	170	17	Putative serine phosphatase
6	2qby-A	3.7	3.9	63	368	5	Cell division control protein 6 homolog 1
7	6m36-I	3.6	3.5	63	104	11	Serine-protein kinase rsbw
8	1kt8-B	3.5	3.6	72	366	4	Branched-chain amino acid aminotransferase
9	4k6n-A	3.5	3.2	72	352	7	Aminodeoxychorismate lyase
10	3ke6-A	3.5	3.3	65	354	18	Protein rv1364c/mt1410
11	4psn-C	3.5	2.8	59	221	10	ssDNA binding protein
12	4q2d-A	3.3	5.8	58	927	16	CRISPR-associated helicase CAS3
13	7ctf-A	3.2	3.8	62	102	8	Origin recognition complex subunit 1
14	3ldy-A	3.0	3.3	59	142	12	Restriction endonuclease paci
15	3boy-A	2.9	2.9	65	150	14	HutP antitermination complex bound to the HUT mRNA
16	3e20-B	2.9	3.8	65	261	8	S.pombe eRF1/eRF3 complex
17	1unn-D	2.9	2.3	56	112	9	DNA polymerase III beta subunit
18	5a31-N	2.8	3.0	55	703	5	Anaphase-promoting complex subunit 1
19	1ldd-A	2.8	2.9	55	74	4	Anaphase-promoting complex
20	4psl-C	2.8	3.5	59	148	8	ssDNA binding protein
21	3ceb-A	2.8	2.8	64	194	3	A putative 4-amino-4-deoxychorismate lyase (hs_0128)
22	6m7z-E	2.7	2.7	49	269	8	Bradyzoite pseudokinase 1
23	5iwd-A	2.7	3.0	60	261	7	DNA polymerase processivity factor
24	3tek-A	2.6	3.5	61	139	3	ThermoDBP-single stranded DNA binding protein
25	4cdb-A	2.6	4.9	58	488	10	Listeriolysin O
26	2ols-A	2.6	5.0	60	725	22	Phosphoenolpyruvate synthase
27	1nr3-A	2.6	3.7	58	122	2	DNA binding protein Tfx
28	3fds-A	2.5	2.5	54	352	4	DNA polymerase IV
29	6em5-D	2.5	3.7	63	107	11	5.8S ribosomal RNA
30	3oha-A	2.5	2.7	55	516	2	DNA polymerase eta

How the deposited data were processed for this re-analysis (not part of the article)

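RNA from the wild-type and the MC11 strain (EnfR T55I), grown to exponential phase on MM1 + CO medium, was analysed in 6 libraries, 3 per strain, numbered 2019, 2022_1 and 2022_2 in each strain. The sources give different library kits for 2019 and 2022, so year is a technical batch that occurs in both strains. The authors filtered the reads with Trimmomatic 0.32, mapped them with Bowtie2 2.2.4 and deposited FPKM values for 1975 genes, of which 1914 carry a TON number and 61 only a newer locus tag. In the deposited FPKM table all libraries have a maximum of 92919, medians between 126.7 and 126.8 and sums between 1013410 and 1013413, and at 98.7% of rank positions the sorted values lie within 5% of their mean. The values had therefore been brought to a common distribution; the program used for this is not given in the sources used here. The lowest value is 1, and read counts and depth per library cannot be derived from such values, so the precision of weakly expressed genes rests on the scatter between libraries alone.

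Values were analysed as deposited, as log2(FPKM + 1), for genes with a mean of at least 1 FPKM, which left out no gene. Each gene was fitted in R 4.3.3 with limma 3.58.1 (empirical Bayes with trend), with terms for year and strain, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Errors of log2 fold changes are standard errors; errors of fold values are SDs over 3 pairs. With 3 libraries per strain and a year term the fit has 3 residual degrees of freedom. The number of a library was checked as a pairing: after subtracting each strain's mean, same-numbered libraries of the strains correlate at 0.880 (2019), 0.684 (2022_1) and 0.857 (2022_2) across genes, and differently numbered ones at -0.76 to 0.36. Each strain's mean covers both years, so all of these values also hold the year effect. Only the comparison within 2022 bears on the pairing, because same- and differently numbered libraries there come from one year. There the differently numbered libraries correlate at 0.356 and 0.27. Without subtraction of the means, the wild-type library 2022_1 correlates at 0.911 with MC11 2022_1 and at 0.916 with MC11 2022_2. The wild-type library 2022_2 correlates at 0.948 with MC11 2022_2 and at 0.878 with MC11 2022_1. The labels do not say what libraries of one number share, and the fold values of the paper's tables are ratios of same-numbered libraries. A fit with the number as a block in place of year was therefore run beside the fit with a year term, as planned before the data were examined, and is given beside the named genes whose call it changes. Whether the effect of the strain differs between 2019 and 2022 was tested with an interaction term, which called 1 of 1975 genes (53 at an unadjusted p under 0.05).

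The paper's rule was recomputed as the mean of the 3 ratios of same-numbered libraries with a threshold of 2 over the 1914 genes. The averages and SDs of Tables S9 and S10 equal those computed from the FPKM values to within 0.1% in all 101 and 77 genes, with the SD taken over the population. Shares of arCOG groups used the arCOG letter in the deposited table and two-sided Fisher's exact tests, adjusted over the groups (SciPy 1.17.1).

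Named genes were chosen by a rule fixed before the data were examined, when Tables S9 and S10 and Figure 9 had been read: every gene named in the paper's text or Figure 9B, the 10 largest rises and falls among genes that passed and changed the same way in every pair, and for each gene list its 2 largest rises and falls among the genes that passed, or its gene with the smallest p. No rise passed with a year term, so the same rule was applied to the fit with the block, a choice made after the data were seen; TON_1924, TON_0296 to TON_0303, TON_0904 to TON_0909, TON_1042, TON_1770, the members of arCOG groups, TON_1560 to TON_1562, TON_0413 and TON_0747 were likewise named after their values were seen. Gene lists were fixed beforehand by locus tag (codh-mch, mbh, mfh2, mfh1, sulf1-fdh3, mbx-like and A-type ATP synthase clusters) or by words in the product name (ribosomal proteins, aminoacyl-tRNA synthetases, RNA polymerase, chaperones and proteasome, CRISPR, archaellum, iron uptake and iron-sulfur assembly, molybdenum and tungsten cofactor, hydrogenase maturation, ferredoxin oxidoreductases, glycolysis and gluconeogenesis, mevalonate and lipid synthesis, sugar transport, amino acid synthesis, transcriptional regulators, mobile elements, peptidases and stable RNAs). By its products the iron list holds transport genes only; 2 regulators, 3 amino acid synthesis genes and 1 ferredoxin oxidoreductase have another function, and these 3 lists were also tested without them, a choice made after the data were seen. The cluster lists codh-mch, mbh, mfh2, mfh1, sulf1-fdh3 and ATP synthase were seen in the paper's tables. Sets of at least 4 genes were tested with camera (preset correlation 0.01, also with an estimated correlation) and fry. With an estimated correlation camera uses only the residual degrees of freedom of the fit, 3 with a year term. No list passed in this way, with a year term or with the block. A set that fails there may still have changed. Sugar transport with 1 gene and mobile elements with 3 had no set test, and no stable RNA was in the table.

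Alternatives were no year term, the block, the libraries of 2022 alone, each library or pair left out, pseudocounts of 0.1 and 10, other filters, scalings and thresholds, limma without trend, and other forms of the mean ratio. Calls were tested on simulated data with 200 changed genes: with a year term 20.9%, 85.1% and 95.5% of changes of 1, 2 and 4 on the log2 scale were found, with 1.5% of calls false, and with the block 50.7%, 89.6% and 89.4%, with 2.5% false. The simulated values held pair effects shared by the strains and the spread left after the fit with the block. They therefore favour the block and cannot show that the real libraries are paired. Tables and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Western blots, binding assays, growth data and structures were not analysed here, and a search for EnfR-like sites in promoters was not run because no genome sequence was used here.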

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

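The comparisons by year of TON_0537 and TON_0544, the random gene sets, the test of the library kit on codh-mch and the counts over other splits were chosen after their results were seen; the correlation outside codh-mch and the check of equal values were set before they were run.

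The sulf1 genes TON_0534 and TON_0537 were above the wild-type in the 2019 pair and below it in both pairs of 2022 (difference of the log2 fold changes, 2022 minus 2019, -2.03 and -2.32), an opposite direction between years that was not tested as such. TON_0535 and TON_0536, which lie between them and were not named beforehand, share it, while 1.07% of 10000 random sets of 2 genes with the same level in 2019 did, which argues against noise that is independent from gene to gene at low FPKM values; noise shared along a transcript stays open. The library kit or the cultures of the year may be the cause; with 1 library per strain in 2019 these cannot be told apart, and the interaction for TON_0537 has an adjusted p of 1.00 in limma (Benjamini-Hochberg), although all 4 genes TON_0534 to TON_0537 are at an unadjusted p of 0.0070 to 0.042. A difference of the cultures in what EnfR does at sulf1 is the biological reading, and it is untested.

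The codh-mch genes vary more between cultures of one strain than between the strains, which is what keeps their rise in MC11 from passing with a year term. The kit of the year is not the whole cause: 2022_1 and 2022_2 were made with one kit, and all 15 genes are higher in 2022_2 in both strains, with median log2 differences of 2.82 in the wild-type and 2.72 in MC11. A state or handling shared by the libraries of one number could be the cause: across the 1960 genes outside the cluster, the differences between 2022_2 and 2022_1 in the wild-type and in MC11 correlate at 0.58. Whether that is a growth state, such as the supply of CO at harvest, or a step of the RNA work is untested.

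TON_0544 was the only gene with a different effect of the strain in 2022 than in 2019 (difference -1.85, limma interaction, Benjamini-Hochberg adjusted p = 0.0022). The highest values of all libraries are the same few numbers, so quantile normalization could be the source of its small p. No test decides this: of the 3 genes with equal values in both 2022 libraries of each strain, TON_0544 among them, 100% are at an unadjusted interaction p under 0.05, but equal values leave no scatter, which fixes that outcome. A lower level of TON_0544 in MC11 in 2022 alone cannot be told apart from this in size, because its rank of 3 in both MC11 libraries of 2022, against rank 1 in all others, gives an order and no amount.

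TON_1397 (lysine-tRNA ligase) was below the wild-type in 2019 and above it in both pairs of 2022 (difference 1.72), which was not tested as such; its interaction did not pass. Among the 61 genes without a TON number, which the paper did not analyse, 8 were at 2-fold or more above the wild-type and 2 below it by the paper's rule; 1 of them, TON_RS05225, which by its locus tag lies between TON_1023 and TON_1024 and has no product name, was 2.51, 2.29 and 2.38 times the wild-type level in the pairs and rose in limma with the block (Benjamini-Hochberg adjusted p = 0.0067).

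The 6 libraries can be split in 10 ways into 3 and 3, too few for a share under 0.05: the real split has 19 genes at an adjusted p under 0.05, the highest other split 0, and 1 split reaches 19. Swapping the strains inside pairs gives 4 splits, also too few: the real one has 94 genes and the highest other 0.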

How the results depend on the processing

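The fit over genes with a TON number only, the fits with the block that leave out a pair or change the filter or pseudocount, the count of the paper's rule over all 1975 genes, the arCOG shares at the lower threshold or with the block, and the lists without genes of another function were chosen after the data were seen; the other alternatives were planned. Where a value changed, the cause was not tested unless a reason is given.

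The 0 genes higher and 19 lower of limma stayed at 0 and 18 to 20 without a year term, with pseudocounts of 0.1 and 10, with no filter or a mean of 10 FPKM, with median scaling or another quantile normalization, without trend, at 2-fold, at an adjusted p under 0.10 and over genes with a TON number; no filter and both scalings change almost nothing here because no gene lies below the filter and the values already share one distribution. The replicate block gave 45 higher and 49 lower, and the 2022 libraries alone 4 and 20. Leaving out libraries gave 0 to 76 higher and 19 to 64 lower: single libraries 0 to 5 and 19 to 21, the pair 2022_1 76 and 64, the pair 2022_2 28 and 44, where year and block are the same model on 4 libraries. Where 1 library of a strain and year is left, it is assumed to vary like the others. With the block, leaving out pair 2019 gave 44 and 45, a mean of 10 FPKM 45 and 49, and a pseudocount of 10 46 and 51. Of the 94 genes called with the block, 52, 91 and 56 were called again without pair 2019, 2022_1 and 2022_2.

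By the paper's rule 87 genes were up and 73 down. Every pair at 2-fold or more gave 12 and 25, and the 2022 libraries alone 123 and 110; the ratio of the mean FPKM gave 76 and 59, the geometric mean 61 and 56, a threshold just below the lowest averages of Tables S9 and S10 101 and 77, crossed pairs within 2022 117 and 95, leaving out a pair 59 to 106 and 53 to 99, a mean of 10 FPKM 85 and 70, and all genes of the table 95 and 75.

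The log2 fold changes of codh (TON_1018) 1.25, mch (TON_1023) 1.17 and mbh (TON_1593) 1.14 kept their values and passed with the replicate block; over the settings that leave out libraries they ran from 0.63 to 1.90, 0.31 to 2.03 and 0.92 to 1.39, and passed without replicate 2022_1 (1.29, 1.22 and 1.08) and, for TON_1018 and TON_1593, without replicate 2022_2 (1.25 and 1.24). TON_1525 (1.41) ran from 0.77 to 1.87 and passed with the block and without replicate 2022_1 (1.10). TON_0537 (sulf1) ran from -1.04 to 0.27 and turned positive without the MC11 library 2022_1 (0.12) and without replicate 2022_1 (0.27), TON_0534 likewise (0.28 and 0.35; range -0.92 to 0.35), and TON_1244 turned positive without the wild-type library, the MC11 library or both of 2022_2 (0.13, 0.06 and 0.25; range -0.45 to 0.25). Of 42 genes named by the rule, the 13 that fell with a year term fell in all 17 other settings; 12 of the others passed in the same direction with the block, without replicate 2022_1 or without replicate 2022_2, besides TON_1018, TON_1023 and TON_1593. Beyond the values given beside the results, the block changed no other call of a named gene.

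Adjusted p-values of camera changed their side of 0.05 as follows. With an estimated correlation and with fry, they were 0.661 and 0.676 for codh-mch, 0.577 and 0.173 for mbh, 0.577 and 0.393 for sulf1-fdh3, 0.577 and 0.204 for the mbx-like cluster, 0.577 and 0.283 for the ATP synthase, and 0.475 with an estimated correlation for mfh2. With the block, fry gave 0.0500 (still under 0.05) for codh-mch and for mbh, and 0.0746 for mfh2 (0.028 with a year term). With the 2022 libraries alone they were 0.115 for codh-mch, 0.429 for sulf1-fdh3 and 0.027 for ribosomal proteins, and without a year term 0.039 for the molybdenum and tungsten cofactor. Over the settings that leave out libraries they ran from 2.3e-13 to 0.415 (codh-mch), 3.1e-06 to 0.447 (sulf1-fdh3), 2.5e-04 to 0.233 (mbx-like), 9.6e-05 to 0.644 (ribosomal proteins), 0.0024 to 0.950 (archaellum) and 0.015 to 0.519 (molybdenum and tungsten cofactor). Without the genes of another function no set changed its side, and 1 amino acid synthesis gene rose adjusted over the list alone. With the block and adjusted over the list alone, 1 gene rose and 6 fell in the molybdenum and tungsten list, 1 CRISPR gene rose and 1 gene fell in mevalonate and lipid synthesis.

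The adjusted p-values of groups P and C up and of groups C, I and V down stayed on their side of 0.05 in every setting with genes to count, but the shares moved. Counting genes that passed with the block, group P up went from 18.7% to 10.6% and group I down from 11.4% to 2.86%. Group C moved to 12.0% up and 14.0% down, and to 7.33% down among the 19 genes. Group P down (8.94%) had an adjusted p of 0.042 and, with the same 8.94%, 0.103 at the lower threshold, and group J down (0%) had 0.0025 and, among the 19 genes at an adjusted p under 0.05, again 0% with 0.853, where few genes are left to count.

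Tests on read counts were not run because FPKM on a common distribution hold no counts, and the planned search for EnfR-like sites in promoters was not run because no genome sequence was used here.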

Differences from the paper's values

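In arCOG group V the paper gives 10% of genes down, and the rule at 2-fold gives 3.39% (2 of 59); of the alternatives set before the data were examined, genes at an adjusted p under 0.05 give 0%. A threshold just below the lowest averages of Tables S9 and S10, applied to the groups after the values were seen, gives 10.2% (6 of 59) and drops none of the genes the paper counts, and the fit with the replicate block, also added, gives 1.69%. For group P up the paper gives 18.7%, as the rule does, and the fit with the block 10.6%. For group I down it gives 11.8%, the rule 11.4%, the fit with the block 2.86% and genes at an adjusted p under 0.05 in the fit with a year term 0%. For group C down it gives 16.7%, as the rule does, and those genes 7.33%.

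The paper gives 101 genes up and 77 down at 2-fold or more. The same rule gives 87 and 73, and 101 and 77 at that lower threshold, which for these counts was set beforehand; the lowest averages in the 2 tables are 1.952 and 1.953, and 14 and 4 of their genes lie below 2. By limma with a year term and a Benjamini-Hochberg adjusted p under 0.05, with no limit on the fold, 0 genes rose and 19 fell, and with the block 45 and 49; the paper states no test.

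The paper counts TON_0537 (sulf1) among the up-regulated genes; its fitted log2 fold change is -0.27, and it was below the wild-type in 2 of 3 pairs, while its mean ratio of 1.18 is above 1. Without replicate 2022_1 its log2 fold change is 0.27.

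The arCOG letters of 7 genes of Table S9 and 6 of Table S10 differ from those in the deposited table.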

Other observations

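TON_1924 (hypothetical protein) had the largest fall outside the mfh2 region, from a mean of 122.3 to 9.71 FPKM, and TON_0296 to TON_0303 contained genes that fell next to TON_0300 (hypothetical protein), which rose with the block (log2 fold change 1.28 ± 0.26, limma, Benjamini-Hochberg adjusted p = 0.023). Of the 45 genes that rose with the block 40 were at 2-fold or more by the paper's rule, as were 46 of the 49 that fell, and all of them changed in the same direction in every pair. Both the block and the rule use the same pairs of libraries, so this overlap is no independent support.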
